# Differential expression of miRNAs and their target genes in senescing leaves and siliques: insights from deep sequencing of small RNAs and cleaved target RNAs

**DOI:** 10.1111/pce.12393

**Published:** 2014-08-13

**Authors:** SHAWN R THATCHER, SHAUL BURD, CHRISTOPHER WRIGHT, AMNON LERS, PAMELA J GREEN

**Keywords:** *Arabidopsis thaliana*, microRNA, nutrient remobilization, PARE, senescence, silique

## Abstract

MicroRNAs (miRNAs) are a class of small RNAs, which typically function by guiding cleavage of target mRNAs. They are known to play roles in a variety of plant processes including development, responses to environmental stresses and senescence. To identify senescence regulation of miRNAs in *Arabidopsis thaliana*, eight small RNA libraries were constructed and sequenced at four different stages of development and senescence from both leaves and siliques, resulting in more than 200 million genome-matched sequences. Parallel analysis of RNA ends libraries, which enable the large-scale examination of miRNA-guided cleavage products, were constructed and sequenced, resulting in over 750 million genome-matched sequences. These large datasets led to the identification a new senescence-inducible small RNA locus, as well as new regulation of known miRNAs and their target genes during senescence, many of which have established roles in nutrient responsiveness and cell structural integrity. In keeping with remobilization of nutrients thought to occur during senescence, many miRNAs and targets had opposite expression pattern changes between leaf and silique tissues during the progression of senescence. Taken together, these findings highlight the integral role that miRNAs may play in the remobilization of resources and alteration of cellular structure that is known to occur in senescence.

## Introduction

In plants, senescence is a broad term that describes whole plant as well as tissue-specific changes that take place over the course of aging. During senescence, the leaf's cellular structure, metabolic activities and physiological role are greatly altered. Chloroplasts degenerate and the photosynthetic apparatus disassembles (Hörtensteiner 2006; Thomas 2013). Senescence is also characterized by widespread and significant changes in the pattern of gene expression (Wagstaff *et al*. 2009; Breeze *et al*. 2011). The expression of many genes, such as those associated with photosynthesis, is repressed, while that of many other genes, termed senescence-associated genes (SAGs), is induced. The molecular mechanisms governing senescence regulation have been suggested to form a complex network responsible for activation of the different SAGs (Guo & Gan 2005). Various SAGs exhibit differential expression in different tissues and in response to different senescence-promoting stimuli, including hormones and abiotic stress (Park *et al*. 1998; Weaver *et al*. 1998; Lim *et al*. 2007; Fischer 2012). Senescence regulation involves the action of a large number of transcription factors and epigenetic programming via histone modifications (Gregersen & Holm 2007; Balazadeh *et al*. 2008; Ay *et al*. 2009; Breeze *et al*. 2011; Brusslan *et al*. 2012). Much less is known about post-transcriptional control during senescence.

Because of the tight regulatory control exerted during the progression of senescence, it can be seen as a final developmental stage (Gan & Amasino 1997). In annual plants, including *Arabidopsis*, leaf senescence is thought to be a response to dwindling nutrient availability as each growing season comes to a close. Faced with a limited supply of micro and macronutrients, plants direct senescence in leaves in order to mobilize resources, such as copper, phosphate and nitrate, into reproductive tissue to enhance seed yield (Himelblau & Amasino 2001; Hörtensteiner & Feller 2002; Diaz *et al*. 2008; Gregersen *et al*. 2008). This idea is known as the nutrient relocalization hypothesis (Gan & Amasino 1997; Guiboileau *et al*. 2010). Given their established role in responding to nutrient availability (Chiou *et al*. 2006; Abdel-Ghany & Pilon 2008; Kant *et al*. 2011), microRNAs (miRNAs) could easily play a crucial and currently underappreciated part in guiding this process.

miRNAs are a class of small RNAs (sRNAs) that typically function by guiding ARGONAUTE-mediated cleavage of target mRNAs. They have been shown to regulate a host of processes ranging from development to responses to nutrient levels, such as phosphate and nitrate (Chiou *et al*. 2006; Kant *et al*. 2011). miRNAs were directly implicated in regulating *Arabidopsis* senescence when it was shown that miR164 is a key player in the senescence regulatory pathway. Natural reduction of miR164 level during senescence results in increased cell death because of its control on its target, the senescence transcriptional activator gene *ORE1* (Kim *et al*. 2009). However, no large-scale sequencing of sRNAs or analysis of their target genes over the course of senescence has been presented thus far.

In addition to changes in transcript abundance, senescence is also thought to result in broad changes in RNA decay through increased expression of ribonucleases (RNases; Taylor *et al*. 1993; Bariola *et al*. 1999). It has been proposed that this increase in RNA turnover may be an adaptive response to senescence-related changes in phosphate levels (Bariola *et al*. 1994; Green 1994). Construction and sequencing of parallel analysis of RNA ends (PARE) libraries enables the precise examination of decay intermediates generated by miRNA-guided cleavage events (German *et al*. 2008). When a miRNA guides an AGO protein to cleave its target mRNA, the downstream cleavage product has a monophosphorylated 5′ end which PARE is designed to capture. Thus, through the analysis of PARE data, a clearer picture of the RNA degradome during the course of senescence can be obtained.

In this study, we utilize high-throughput sequencing of sRNA libraries constructed from both senescing leaf and silique tissue to discover differential miRNA expression in *Arabidopsis*. Expression levels of target genes for many regulated miRNAs were also examined in detail, and often found to exhibit tissue-specific regulation as senescence progressed. This analysis was complemented by the construction and sequencing of PARE libraries, which enabled examination of miRNA-guided cleavage events during senescence. The combination of sRNA, target mRNA and PARE data led to a much more complete picture of the roles that miRNAs may play in *Arabidopsis* senescence.

## Materials and Methods

### Plant growth and stress treatments

Plant material was harvested from *Arabidopsis* Col-0 wild-type plants. Plants were grown in short days (8 h) for 2 weeks on 1/2 × MS 0.8% agar plates. Seedlings were transferred to artificial soil in 7 × 7 × 8 cm containers and grown with a light/dark cycle of 16/8 h (long days). For leaf tissue, leaves five and six were harvested from multiple plants and pooled at four different stages: young (20 d after transfer), mature (30 d after transfer), early senescence (35 d after transfer) and late senescence (40 d after transfer). Silique tissue was also harvested from multiple plants and pooled. It was staged based on visual morphology indicative of senescence and developmental stage, including increased diameter, progression of chlorotic tissue and splitting (Fig. 1a). All tissues were immediately frozen in liquid nitrogen and stored at −80 °C. RNA was extracted from leaves or siliques using Trizol reagent (siliques, Molecular Research Center, Cincinnati, Ohio, USA) or Plant RNA Isolation Reagent (leaves, Invitrogen, Carlsbad, CA, USA), according to the manufacturers' protocols.

**Figure 1:**
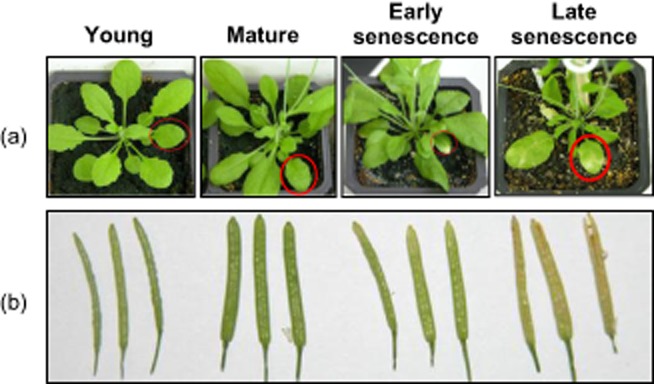
Leaves and siliques over the course of development and senescence. The course of development and senescence is represented by four stages. (a) Leaves at four stages: young (35 d), mature (45 d), early senescence (50 d), late senescence (55 d). (b) Siliques at four stages determined and selected based on visual inspection as described in methods.

### sRNA library construction and sequencing

sRNA libraries were constructed as described previously with minor modifications (Lu *et al*. 2007). Briefly, sRNA was isolated from total RNAs using PEG8000/NaCl-mediated low molecular weight RNA precipitation and then run on a 15% denaturing PAGE gel to select and extract 20–30 nt RNAs. 5′ and 3′ adaptors were ligated, followed by additional PAGE purification after each reaction. RNA-containing adaptors were reverse transcribed and amplified via 18 cycles of PCR followed by PAGE purification to select the final product. RNA and DNA oligos used to prepare the libraries are listed in Supporting Information Table S1. Libraries were sequenced using an Illumina IIGX platform, Illumina, San Diego, CA, USA, with either one sample per lane (leaf sequencing data) or two barcoded samples per lane (silique sequencing data).

### Analysis of sRNA sequencing data

Sequencing data from sRNA libraries were trimmed to remove adaptor sequences using a custom perl script, and then mapped to the *Arabidopsis* genome [The Arabidopsis Information Resource (TAIR) version 10; http://www.arabidopsis.org] with Bowtie, with no mismatches allowed (option -v 0). Reads matching perfectly to the genome and not matching tRNA, rRNA and snoRNA (as annotated in TAIR10) were retained for further analysis. These reads were normalized to transcripts per two million (TP2M) to account for varying library sequencing depth. Reads were then compared with known miRNAs from miRBase version 19 (http://www.mirbase.org) and only perfect matches to annotated miRNAs were used for quantification. Remaining sRNAs, which did not match to known miRNAs and were elevated threefold or more in early or late senescence leaf libraries compared with mature leaf libraries, were considered as possible new senescence-inducible sRNAs. These were further examined as described in the text and the RNA blot section below.

### PARE RNA library construction, sequencing and processing

PARE libraries were constructed as previously described with minor modifications (German *et al*. 2008, 2009). Briefly, 300 *μ*g of total RNA was poly-A selected using oligo d(T)_25_ magnetic beads (New England BioLabs, Inc., Beverly, MA, USA). A 5′ RNA adaptor (Supporting Information Table S1) was ligated onto the remaining RNA, which was subjected to a second poly-A selection. The ligated RNA was then reverse transcribed using an oligo d(T)_18_ primer (New England BioLabs, Inc.) and phenol-chloroform extracted to select for cDNA. The cDNA was subjected to a short (8-cycle) PCR amplification before being digested with MmeI (New England BioLabs, Inc.), resulting in a 42 nt fragment containing 5′ adaptor and 20 nt of the original poly-A selected mRNAs. An RNA duplex complimentary to the 5′ adaptor sequence (Supporting Information Table S1) was then ligated on and the resulting product was amplified by 20 cycles of PCR and size selected on a 6% PAGE gel. After purification from the gel, the final library product was sequenced using an Illumina IIGX platform. Sequencing data from PARE libraries were trimmed to remove adaptors using the same custom perl script that was used in sRNA trimming and then mapped to the *Arabidopsis* genome using Bowtie, with no mismatches allowed (option -v 0; TAIR version 10; http://www.arabidopsis.org). Reads matching perfectly to the genome were used for further analysis.

### Prediction and validation of targets

Targets were predicted for the abundant sRNAs arising from the senescence-inducible sRNA *(sen-sRNA)* locus using psRNATarget (Dai & Zhao 2011). Targets with scores <4.0 were considered potential new targets. To validate predicted cleavage, senescence PARE sequencing data as well as PARE sequencing data from *xrn4* flowers obtained from NCBI's Gene Expression Omnibus with accession number GSM280227 were utilized. Sequences matching to cleavage products starting between bases 10 and 11 from the 5′ end of the predicted sRNA pairings were considered as evidence for sRNA-guided cleavage and were obtained through use of a custom perl script.

### RNA blot analysis

miRNAs and other sRNAs with potential expression changes in sRNA sequencing data were subjected to northern blotting in at least two biological replicates. One replicate corresponded to the same RNA used for sRNA sequencing in the majority of cases. sRNA analyses were carried out by running low molecular weight RNA on a 15% denaturing PAGE gel. RNA was transferred onto Hybond N + membrane (Amersham, Piscataway, NJ, USA) and fixed using ultraviolet (UV) cross linking. Membranes were then pre-hybridized for at least 2 h in Ultrahyb-Oligo hybridization buffer (Ambion, Austin, TX, USA). DNA oligos complementary to the miRNA of interest were labelled with [у32P]ATP using Optikinase (Amersham Biosciences), filtered using QIAquick nucleotide removal kit (Qiagen, Valencia, CA, USA). Labelled probes were added to the hybridization solution and allowed to hybridize for at least 12 h. mRNA blots were carried out by running 20 *μ*g of total RNA onto 1.5% formaldehyde agarose gels, followed by transfer onto Hybond N^+^ membranes. Membranes were then pre-hybridized overnight using hybridization buffer (Church & Gilbert 1984) and probed with ^32^P labelled probes. The probes were generated by PCR using primers described in Supporting Information Table S1. mRNAs were visualized using a Typhoon phosphorimager (GE Healthcare Life Sciences, Piscataway, NJ, USA).

### Splinted-ligation-mediated miRNA detection

miRNAs were examined by miRtect-IT miRNA labelling and detection kit (Affymetrix, Santa Clara, CA, USA) as described previously (Maroney *et al*. 2008; Jeong & Green 2012). In brief, miRNAs were captured from 2 *μ*g of total RNA using a bridge oligonucleotide that is designed to specifically detect one specific miRNA and ligated to a ^32^P labelled detection oligo using T4 DNA ligase. The resulting products were separated via a 15% PAGE gel and visualized using a Typhoon phosphorimager (GE Healthcare Life Sciences).

### GEO accession

sRNA and PARE data have been added to the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) (GSE55151).

## Results

### sRNA libraries from senescing Arabidopsis leaves and siliques

In order to examine the expression patterns of miRNAs during *Arabidopsis* senescence, sRNA libraries were constructed from leaves and siliques at four different developmental stages. 

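Small RNAs were sequenced from 8 libraries, with 1 library for each of 4 stages in leaf and in silique, so that no stage had a replicate library. Leaf and silique RNA were extracted with different reagents, and the leaf libraries were sequenced at 1 per lane and the silique libraries at 2 barcoded libraries per lane, so that tissue and preparation cannot be told apart. The authors trimmed the adaptors and deposited each library as a list of distinct sequences with the count of reads of each one, without normalization. The sequences were 18 to 31 nt long in the leaf libraries and 18 to 34 nt long in the silique libraries. For the values given here, every sequence was matched to both strands of the nuclear and organelle genomes of TAIR10.1 with 0 mismatches. Sequences that matched an annotated tRNA, rRNA, snRNA or snoRNA were set aside, and the counts of the remaining sequences were scaled to transcripts per 2000000 reads (TP2M). A read was assigned to a miRNA only where its sequence equalled the mature sequence, and the 428 annotated mature miRNAs, which have 350 distinct sequences, were counted once per distinct sequence. Fold changes are ratios of TP2M to the mature stage of the same tissue. Their 95% intervals (exact binomial for ratios, exact Poisson for single values) cover counting error only, because reads copied by PCR are not independent molecules.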

Leaves five and six were selected based on age after germination (Fig. 1a): young leaves (35 d), mature leaves (45 d), early senescing leaves (50 d) and late senescing leaves (55 d). Siliques were selected based on visual morphology indicative of developmental and senescence stage, including diameter, chlorosis and splitting (Fig. 1b). 

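The trimmed leaf libraries held 27870710 reads from young, 26211889 from mature, 28700595 from early senescing and 29146047 from late senescing tissue. The trimmed silique libraries held 33649157, 43292402, 22873838 and 74809569 reads at the same stages. After removal of reads matching tRNA, rRNA, snRNA and snoRNA, 20341921, 19459328, 20899161 and 18280472 genome-matched reads remained in leaf and 26473572, 35210864, 18787276 and 60215555 in silique, and these totals are the ones behind TP2M. They came from 1051327, 495884, 225446 and 107771 distinct sequences in leaf, falling with age, and from 4127826, 6758921, 3997968 and 8377652 in silique. In early and late senescing leaf, 1.76% and 2.48% of the distinct 24 nt sequences were read only once, against 42.7% in young leaf, 57.8% in mature leaf and 51.8% to 62.9% in the silique libraries. By counting error alone a count of 0 allowed an abundance of up to 0.328 TP2M in late senescing leaf, the leaf library with the fewest reads, and up to 0.0996 TP2M in late senescing silique, the deepest library. The leaf limit holds only if reads are independent molecules, which the first peaks of reads per 24 nt sequence at 22 and 39 in early and late senescing leaf argue against.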

After trimming of adaptors and removal of rRNA, tRNA and snoRNAs, these eight sRNA libraries yielded more than 200 million genome-matched sequences (Table 1), and represent the first massive sRNA sequencing from senescing plant tissues. After normalization to transcripts per two million (TP2M), the total abundance of sRNAs in each size class were plotted. In leaf, 21 nt sRNAs predominated, followed by 24 nt RNAs, while in silique, 24 nt sRNAs predominated, followed by 21 nt (Supporting Information Fig. S1). This distribution difference stems from leaf tissue possessing relatively more miRNAs, which are mostly 21 nt, compared with 24 nt siRNAs. 

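In leaf, 21 nt sRNAs made up 46.5% of the genome-matched reads in the young, 60.7% in the mature, 42.0% in the early senescing and 26.1% in the late senescing library, and 24 nt sRNAs made up 18.8%, 3.71%, 27.8% and 22.9%. In mature leaf the second class was the 20 nt sRNAs, at 23.1%, and in late senescing leaf they made up 22.0%. In silique, 24 nt sRNAs made up 48.9%, 54.1%, 54.2% and 52.5% of reads from young to late senescence, and 21 nt sRNAs 18.5%, 15.8%, 13.1% and 12.6%. The mean share of 21 nt sRNAs was 43.8% ± 14.2 (SD over 4 stages) in leaf and 15.0% ± 2.73 in silique (two-sided exact permutation test, p = 0.0286, the smallest p that 70 splits of the libraries allow). The mean share of 24 nt sRNAs was 18.3% ± 10.4 in leaf and 52.4% ± 2.47 in silique (same exact test, p = 0.0286). When each distinct sequence was counted once in place of its reads, the 21 nt class held 12.9% in leaf and 9.67% in silique (exact permutation test, p = 0.2), and the 24 nt class 44% and 46.0% (exact permutation test, p = 0.8). Of the 21 nt reads, 73.6%, 72.2%, 73.4% and 54.7% were annotated miRNAs from young to late senescing leaf. In silique these shares were 51.6%, 52.5%, 44.7% and 28.0%.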

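Summed over all annotated miRNA sequences, miRNA abundance was 958569 TP2M in young, 1210599 in mature, 750624 in early senescing and 545054 in late senescing leaf. In silique it was 214649, 196319, 130652 and 84276 TP2M at the same stages. These sums were 47.9%, 60.5%, 37.5% and 27.3% of the reads in leaf and 10.7%, 9.82%, 6.53% and 4.21% in silique, with exact binomial 95% intervals of 0.022 percentage points or less on either side. The mean was 866212 ± 284977 TP2M (SD over 4 stages) in leaf and 156474 ± 60142 in silique, and every leaf library lay above every silique library (two-sided exact permutation test, p = 0.0286). miR156 and miR157 held 80.4%, 80.9%, 61.8% and 68.4% of the leaf miRNA reads. In a sum without these families, chosen after the data were seen, the means were 219581 TP2M in leaf and 151416 in silique, a ratio of 1.45 (exact permutation test, p = 0.143). With each annotated locus counted separately, the means were 2933810 TP2M in leaf and 715672 in silique.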

The average total miRNA abundance for leaf libraries was over 1 000 000 TP2M, while in silique, it was only about 83 000 TP2M, indicating that miRNAs are the major type of sRNA in leaf but not silique tissues (Supporting Information Table S2).

**Table 1:** Summary statistics of small RNA libraries

Library	Tissue	Description	Raw trimmed	Genome matched		
			Reads	Reads	Distinct	t/r/sn/snoRNA
C0LY	Leaf	Young	27 870 710	17 840 547	1 021 881	6 783 580
C0LM	Leaf	Mature	26 211 889	16 604 542	473 673	7 452 607
C0LSeE	Leaf	Early senescence	28 700 595	17 875 180	212 951	6 434 947
C0LSeL	Leaf	Late senescence	29 146 047	11 853 598	97 227	12 456 070
C0SY	Silique	Young	33 654 351	30 804 353	4 071 246	8 612 996
C0SM	Silique	Mature	43 310 733	38 683 184	6 700 592	7 112 309
C0SSeE	Silique	Early senescence	22 880 129	20 049 781	3 957 517	3 251 398
C0SSeL	Silique	Late senescence	74 829 453	64 627 925	8 320 789	13 003 515

Genome-matched abundance and distinct represent sequences, which remained after removal of t/r/sn/snoRNAs.

### Differential expression of known miRNAs during senescence

Normalized miRNA expression levels from young, early senescence and late senescence leaf and silique libraries were then compared with expression in the respective mature tissue to determine if any miRNAs were differentially expressed (Supporting Information Table S2). As an initial screen for regulated candidates, the abundance of annotated miRNAs in mature leaf and silique libraries with abundance greater than 50 transcripts per two million (TP2M) in any library were plotted against their abundance in young, early senescence or late senescence libraries (Supporting Information Fig. S2). 

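For 80 miRNA sequences above 50 TP2M in at least 1 library, abundance in each stage was compared with that in the mature stage as the squared Pearson correlation of log10(TP2M + 1). In leaf, R² with mature was 0.978 for young, 0.917 for early senescence and 0.894 for late senescence. In silique it was 0.950 for young, 0.929 for early senescence and 0.837 for late senescence. These correlations run across miRNAs within single libraries, and miRNAs are not independent replicates. On linear TP2M the value for late senescing leaf was 0.551 and that for late senescing silique 0.960.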

In general, the expression of miRNAs across libraries was highly similar, with mature versus young showing the strongest miRNA expression correlation in both leaf and silique libraries (*R*^2^ of 0.95 and 0.94, respectively) and in mature versus late senescence leaf and silique libraries showing the weakest correlation (*R*^2^ of 0.79 and 0.81, respectively). Despite mostly similar expression patterns, certain miRNAs did show marked increases or decreases in early and late senescing tissue (Supporting Information Table S2).

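Of 57 miRNA sequences that reached 50 TP2M in a leaf library, 5 were more than 3-fold higher and 5 more than 3-fold lower in early senescence than in mature leaf, and 3 were higher and 10 lower in late senescence. Of 50 sequences that reached this level in a silique library, 0 were more than 3-fold higher and 23 lower in early senescence, and 2 were higher and 20 lower in late senescence. The median log2 change of all these sequences was -0.12 in early and -0.50 in late senescing leaf, and -1.45 and -1.23 in silique. Scaling by size factors fitted to the miRNAs moved the silique medians most, by 1.26 (edgeR TMM) and 1.46 (DESeq2) in early senescence and by 1.24 and 1.49 in late senescence, so that silique changes and their counts depend on the scaling. With these factors, 3 sequences were more than 3-fold higher and 8 lower (TMM), or 3 higher and 6 lower (DESeq2), in early senescing silique, and 9 higher and 11 lower (TMM), or 10 higher and 8 lower (DESeq2), in late senescing silique. In leaf these factors moved the medians by -0.31 (TMM) and -0.20 (DESeq2) in early senescence and by 0.01 and 0.25 in late senescence. Among miRNA sequences outside the families that the paper discusses and the copper and phosphate lists, the largest falls from mature to late senescing leaf were those of miR8175 (836.5 to 20.1 TP2M), miR5020b (335 to 48.9 TP2M) and miR168a-5p/miR168b-5p (56174 to 13062 TP2M). The largest rises in leaf were those of miR163 (20.8 to 308 TP2M, 14.8-fold, 95% interval 12.9 to 17.2), miR400 (16.1 to 65.1 TP2M) and miR393a-3p (30.2 to 90.6 TP2M). In silique the largest falls were those of miR869.2 (101.6 to 2.72 TP2M), miR172c/miR172d-3p (51.8 to 4.45 TP2M) and miR167a-3p (61.7 to 5.31 TP2M), and the largest rises those of miR8175 (56.2 to 154.1 TP2M), miR390a-5p/miR390b-5p (293 to 558 TP2M) and miR824-5p (46.3 to 85.0 TP2M). Within the families that the paper discusses, miR156c-3p rose more in silique, from 10.7 to 83.7 TP2M (7.83-fold), and miR157a-3p/miR157b-3p rose from 51.7 to 165.5 TP2M in leaf.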

miRNAs showing expression changes greater than threefold from mature to early or late senescence were confirmed in two or more independent biological replicates via northern blotting or splinted ligation-mediated detection (Jeong & Green 2012). miR164, which targets the positive regulator of senescence-induced cell death *ORE1* (*AT5G39610*), has been previously reported to decline in leaves as senescence progresses (Kim *et al*. 2009). Both sRNA sequencing data and sRNA northern blot validation reproduced this regulation, showing a steady decline from young to late senescence stages in leaves (Fig. 2). 

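miR164a and miR164b-5p share a mature sequence, and miR164a lies on chromosome 2 of TAIR10.1 at 19520770 to 19520790. In the leaf libraries its abundance was 4982 TP2M (95% interval 4939 to 5026) in young, 4681 (4638 to 4724) in mature, 1838 (1812 to 1864) in early senescing and 680.3 (663 to 697) in late senescing tissue. Relative to mature leaf, this was 0.393-fold (0.386 to 0.399) in early and 0.145-fold (0.142 to 0.149) in late senescence.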

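In the silique libraries, miR164a/miR164b-5p was close to the limit of detection, with 27 reads in young (2.04 TP2M, 95% interval 1.34 to 2.97), 9 in mature (0.511 TP2M, 0.234 to 0.970), 4 in early senescing (0.426 TP2M, 0.116 to 1.09) and 9 in late senescing tissue (0.299 TP2M, 0.137 to 0.567). The difference between young and mature siliques exceeded the counting intervals, and the differences between mature and senescing siliques did not. The log2 change from mature to senescing silique was below 0 on TP2M and above 0 with miRNA size factors, at 1.00 (TMM) and 1.2 (DESeq2) in early and 0.47 and 0.72 in late senescence. From miR164, the paper proposes that levels of senescence-responsive miRNAs may change in a tissue-dependent manner.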

Interestingly, miR164 was reduced from young to mature siliques but did not continue to decline as senescence progressed in this tissue (Fig. 2) indicating that levels of senescence-responsive miRNAs may change in a tissue-dependent manner.

**Figure 2:**
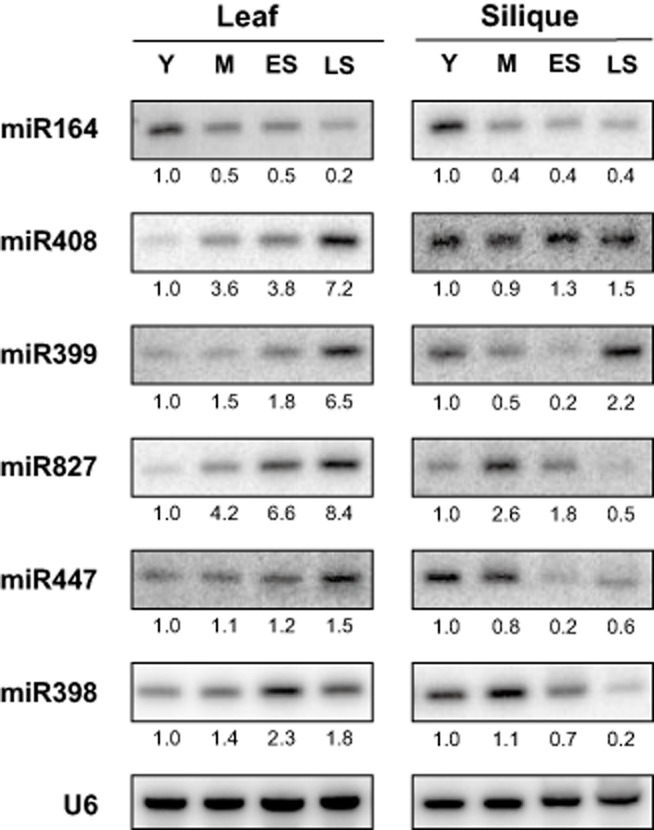
Expression of nutrient-responsive miRNAs in Arabidopsis leaf and silique over the course of senescence and development. miRNA expression level was examined via northern blotting. Stages Y (young), M (mature), ES (early senescence) and LS (late senescence) were selected as described in Fig. 1. U6-normalized quantification values are displayed below each stage. Data are representative of at least two biological replicates; one representative U6 is shown.

In addition to reproducing regulation of miR164, differential expression of seven other *Arabidopsis* miRNAs during the course of senescence was observed (Fig. 2). Interestingly, five out of these seven miRNAs have been reported to be nutrient responsive. miR408 targets a host of genes involved in pollen tube guidance, copper metabolism and cell wall integrity (Sunkar & Zhu 2004) and has been shown to be responsive to low copper levels (Abdel-Ghany & Pilon 2008). Both sRNA sequencing data and northern blot validation showed that this miRNA increased approximately sevenfold during senescence in leaf tissue (Fig. 2). However, the expression pattern of miR408 in siliques differed from leaves, only increasing very slightly (Fig. 2).

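miR408-3p, on chromosome 2 at 19319933 to 19319953, had 166 TP2M (95% interval 158 to 174) in young, 271 (261 to 282) in mature, 519 (506 to 533) in early senescing and 295 (284 to 306) in late senescing leaf. This was 1.92-fold the mature value (1.83 to 2.01) in early and 1.09-fold (1.03 to 1.15) in late senescence, and late senescing leaf had 1.77-fold the value of young leaf. With all trimmed reads as the library total, the log2 change from mature to late senescing leaf turned to -0.12.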

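In the silique libraries miR408-3p had 197 TP2M (95% interval 189 to 204) in young, 124 (119 to 129) in mature, 85.0 (79.2 to 91.1) in early senescing and 205 (200 to 210) in late senescing tissue. Relative to mature silique, this was 0.685-fold in early and 1.65-fold in late senescence. The fall in early senescence turned into a rise with miRNA size factors, with a log2 change of 0.72 (TMM) or 0.92 (DESeq2).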

Several other nutrient-responsive miRNAs also showed different expression trends between leaf and silique during senescence. Both miR399, which targets the negative repressor of phosphate transport, *PHOSPHATE2* (*PHO2*, *AT2G33770*) and miR827, which targets the nitrogen/phosphate balance regulator *NITROGEN LIMITATION ADAPTATION* (*NLA*, *AT1G02860*), are well known to be strongly induced by low phosphate conditions (Chiou *et al*. 2006; Kant *et al*. 2011). Both of these miRNAs increased as senescence progressed in leaves (Fig. 2) but had different expression patterns in siliques. 

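miR399b and miR399c-3p share a mature sequence, found on chromosome 1 at 23345387 to 23345407 and on chromosome 5 at 24962568 to 24962588. In leaf it had 73 reads in young (7.18 TP2M), 41 in mature (4.21 TP2M), 12.2 TP2M in early senescing and 134 reads (14.7 TP2M) in late senescing tissue, which was 2.91-fold (95% interval 2.03 to 4.24) and 3.48-fold (2.44 to 5.06) the mature value in early and late senescence. miR827, on chromosome 3 at 22122811 to 22122831, had 145 TP2M in young, 160 in mature, 445 in early senescing and 305 in late senescing leaf. This was 2.78-fold the mature value in early and 1.91-fold in late senescence, so that both senescing libraries lay above mature leaf and late senescence below early senescence.

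**Figure D1:**
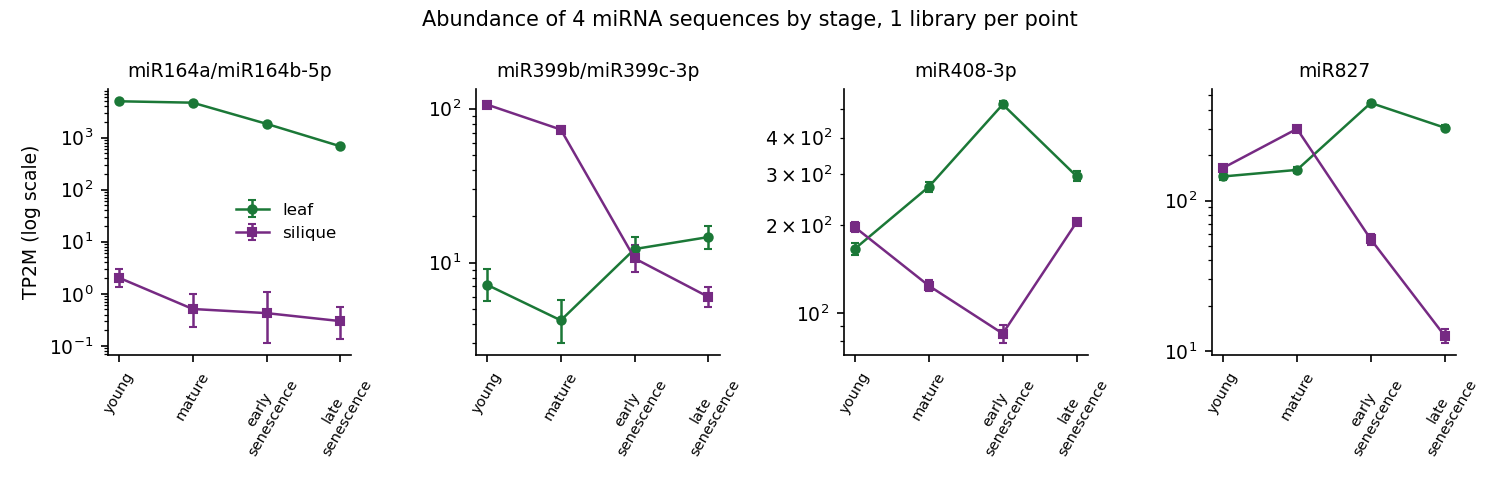
Abundance (TP2M) of miR164a/b-5p, miR399b/c-3p, miR408-3p and miR827 in leaf and silique libraries at the 4 stages, with 1 library per point and exact 95% Poisson intervals as error bars. In leaf, miR164 falls from 4982 TP2M in young to 680.3 TP2M in late senescing tissue, while miR827 peaks at 445 TP2M in early senescence.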

In both cases, a reduction in expression occurred in early senescing siliques compared with mature. 

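In the silique libraries miR399b/miR399c-3p had 106.4 TP2M in young, 73.2 in mature, 10.6 (95% interval 8.66 to 12.9) in early senescing and 5.98 (5.14 to 6.92) in late senescing tissue. Relative to mature silique this was 0.145-fold in early and 0.0817-fold in late senescence. miR827 had 165 TP2M in young, 299 in mature, 55.3 in early senescing and 12.7 (11.4 to 14) in late senescing silique, or 0.185-fold and 0.0423-fold the mature value. The sequencing gave both miRNAs their lowest silique value in late senescence.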

In late senescence, miR827 continued to decline, dropping to nearly undetectable levels. miR399, on the other hand, was strongly increased at the end of senescence.

The miR447 precursor has been demonstrated to increase under both phosphate and nitrate limiting conditions and the mature miRNA targets *2-PHOSPHOGLYCERATE KINASE* (*2PGK*, *AT5G60760*), a gene involved in phytic acid metabolism (Allen *et al*. 2005; Pant *et al*. 2009; Kim & Tai 2011). Our results indicated that the mature miRNA increases slightly in leaves during senescence (Fig. 2). 

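Among the miR447 sequences, miR447a.2-3p (chromosome 4, 1528148 to 1528168) had 46 reads in young (4.52 TP2M), 18 in mature (1.85 TP2M), 35 in early senescing (3.35 TP2M) and 0 in late senescing leaf. The ratio of early senescing to mature leaf was 1.81 (95% interval 0.998 to 3.40), so that a rise was not detectable at this depth. The sequence shared by miR447a-3p and miR447b had 12.8, 7.09 and 5.45 TP2M in young, mature and early senescing leaf and 0 reads in late senescing leaf.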

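In the silique libraries miR447a.2-3p had 222 TP2M in young, 517 in mature, 42.0 (95% interval 38.0 to 46.4) in early senescing and 22.7 (21.0 to 24.4) in late senescing tissue. This was 0.0813-fold the mature value in early and 0.0438-fold in late senescence. miR398b-3p and miR398c-3p, which share a mature sequence (chromosome 5, 4691107 to 4691127 and 4694778 to 4694798), had 37 reads in young (3.64 TP2M), 86 in mature (8.84 TP2M), 30 in early senescing (2.87 TP2M) and 125 in late senescing leaf (13.7 TP2M). In leaf this was 0.325-fold the mature value in early and 1.55-fold (1.17 to 2.06) in late senescence. In silique the same sequence fell from 10286 TP2M in mature to 898.5 in early and 257 in late senescence, or 0.0874-fold and 0.0250-fold.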

In siliques, however, miR447 is reduced at the outset of senescence and then increased in late senescence (Fig. 2). miR398 has been reported to respond to a host of nutrients including phosphate, nitrate and sucrose and targets genes involved in glucose metabolism and the response to oxidative stress (Sunkar *et al*. 2006; Dugas & Bartel 2008; Pant *et al*. 2009). miR398 showed a mild induction as senescence progressed in leaves and a much larger reduction in siliques (Fig. 2).

Two other regulated miRNA families without clear roles in nutrient responsiveness also showed senescence regulation (Fig. 3). The miR156/157 family is a highly conserved miRNA family, which targets *SQUAMOSA PROMOTER LIKE BINDING* (*SPL*) genes that are crucial for development (Gandikota *et al*. 2007). Intriguingly, miR157 showed a slight decrease during senescence in leaves while its close relative, miR156 was unchanged (Fig. 3a). Both miR156 and miR157 had different expression patterns in siliques compared with leaves, where they both increased strongly in late senescence. miR396a, which increased very slightly in both leaf and silique senescence (Fig. 3b), was recently found to produce an abundant miRNA*, miR396a-3p in certain tissues (Jeong *et al*. 2013). miR396a-3p had a larger increase in expression in leaves and a steep decline in siliques during late senescence (Fig. 3b), indicating that this newly annotated miRNA may play a previously unknown role during senescence.

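The mature sequence shared by miR157a-5p, miR157b-5p and miR157c-5p (miR157a on chromosome 1, 24913276 to 24913296) had 510760 TP2M in young, 657727 in mature, 340463 in early senescing and 121402 in late senescing leaf. This was 0.518-fold the mature value in early and 0.185-fold in late senescence. The sequence shared by miR156a-5p to miR156f-5p (miR156a on chromosome 2, 10676534 to 10676553) had 217423, 262723, 100822 and 234845 TP2M at the same stages, or 0.384-fold and 0.894-fold the mature value. The small fall of miR156 in late senescing leaf turned into a rise with the library totals of Table 1 (log2 change 0.23) and with DESeq2 size factors (0.09).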

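In the silique libraries the miR156a-5p to miR156f-5p sequence had 2267 TP2M in young, 9619 in mature, 3576 in early senescing and 4171 in late senescing tissue, or 0.372-fold and 0.434-fold the mature value in early and late senescence. These log2 changes were above 0 with DESeq2 size factors (0.04 in early and 0.28 in late senescence) and, in late senescence, with TMM factors (0.04). miR157a-5p fell in silique from 129 TP2M in young and 68.0 in mature to 15.6 in early and 9.96 in late senescence. miR396a-5p (chromosome 2, 4142443 to 4142463) had 750 TP2M in young, 497 in mature, 363 in early senescing and 329 in late senescing leaf, and 267, 114, 239 and 571 TP2M in silique, where late senescence was 5.02-fold the mature value. miR396a-3p, from the other arm of the same precursor (4142331 to 4142351), had 115 reads in young (11.3 TP2M), 124 in mature (12.7 TP2M), 56 in early senescing (5.36 TP2M) and 74 in late senescing leaf (8.10 TP2M). In silique it fell from 17.3 TP2M in young and 9.26 in mature to 2.13 in early and 2.29 (95% interval 1.78 to 2.90) in late senescence.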

**Figure 3:**
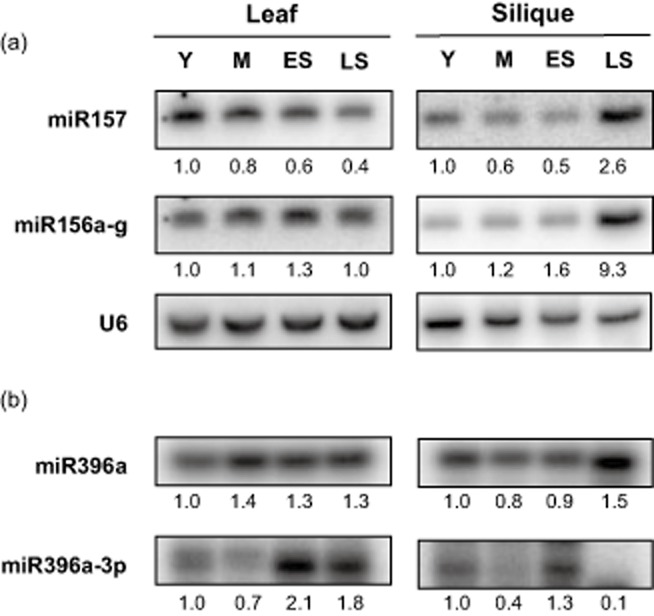
Expression of miRNAs in Arabidopsis leaf and silique. Stage selection and abbreviation as described in Fig. 1. (a) miR156/157 family members' expression level was examined via northern blotting. Data is representative of at least two biological replicates with U6-normalized quantification values are displayed below each stage. (b) miR396a and miR396a-3p expression was examined via splint-ligation-mediated miRNA detection. Quantification numbers are displayed below.

### New senescence-inducible sRNA locus targets the alpha tubulin family

Given that no large-scale sequencing of sRNAs has been carried out in senescencing tissue, an analysis of senescence libraries could reveal sRNAs, which are only significantly expressed at this stage. To find new senescence-induced sRNAs, sRNA data were first filtered to remove tRNA, rRNA, snoRNA and previously annotated miRNAs. 

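Genome-matched sequences other than annotated miRNAs, tRNA, rRNA, snRNA and snoRNA fragments were kept where they had at least 10 TP2M in early or late senescing leaf and at least 3-fold their abundance in mature leaf, taking at least 1 read in mature leaf. This left 13438 distinct sequences, of which 67.5% were 24 nt and 2.65% were 21 nt long. Merged where they lay within 200 nt of each other, they formed 7717 regions, and 5523 of these had more than 90% of their reads on a single strand. The abundance minimum moved this number most, to 1635 regions at 50 TP2M and 11323 at 5 TP2M. Of the 13438 sequences, 72.6% were also at least 3-fold more abundant in young than in mature leaf, and 1713 came from the region of the 25S rRNA, which the annotation does not list. The region around 22322745 to 22322894 on chromosome 5, from which the sen-sRNAs arise, held 13 of the sequences and had 99.0% of its reads on the minus strand.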

Regions surrounding the remaining sRNAs, which were elevated threefold or more in senescing leaf libraries compared with mature, were required to have a strand bias of greater than 90%. Remaining regions were then subjected to manual folding analysis using Centroidfold (Sato *et al*. 2009) to determine their ability to form stem-loop structures. After application of these filters, one new sRNA locus was discovered, and named *sen-sRNA* locus (Fig. 4a, Table 2). *sen-sRNA* precursor forms a nearly perfect inverted repeat and generates five abundant sRNAs, sen-sRNA1-5, which were confirmed to be senescence-regulated by northern blotting. All of these sRNAs from the *sen-sRNA* locus increased to their highest level in late senescing leaves (Fig. 4b). 

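The sen-sRNA locus lies on the minus strand of chromosome 5 of TAIR10.1. A window of 279 nt from 22322689 to 22322967, which extends 75 nt beyond the outermost sen-sRNAs, folds into a hairpin with a minimum free energy of -158.7 kcal/mol in RNAfold, with 105 base pairs that hold 75.3% of its bases. The window lies between AT5G55010, which ends 354 nt away, and MYB120 (AT5G55020, on the minus strand), whose 3′ end lies 1632 nt away, and it overlaps no annotated gene. sen-sRNA1 (22322765 to 22322785) and sen-sRNA2 (22322764 to 22322784) come from the arm opposite sen-sRNA3 (22322832 to 22322852), sen-sRNA4 (22322832 to 22322855) and sen-sRNA5 (22322872 to 22322892), and each of these sequences has a single match in the genome. All reads from the window summed to 1265 TP2M in young, 1283 in mature, 2425 in early senescing and 1689 in late senescing leaf, of which 97.96% to 98.7% were on the minus strand. Relative to mature leaf this was 1.89-fold (95% interval 1.85 to 1.93) in early and 1.32-fold (1.29 to 1.35) in late senescence. With all trimmed reads as the library total, the value for late senescence was 1.11-fold, and with the library totals of Table 1 it was 1.73-fold.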

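In the leaf libraries sen-sRNA1 had 255.7 TP2M in young, 258 in mature, 566 (95% interval 551 to 580.2) in early senescing and 444 (430.3 to 458) in late senescing tissue. sen-sRNA2 had 135, 165, 266 (255.96 to 276) and 409 (396 to 423) TP2M at these stages, with its highest value in late senescence. sen-sRNA3 had 83.5, 77.1, 59.6 and 56.5 TP2M, with its highest value in young leaf. sen-sRNA4 had 57.1, 8.53, 212 and 60.7 TP2M, and sen-sRNA5 had 86.2, 84.2, 233 and 71.4 TP2M, both highest in early senescence. Relative to mature leaf, sen-sRNA4 was 24.8-fold higher in early and 7.12-fold higher in late senescence, and it was also 6.70-fold higher in young leaf. Over these 4 libraries the sequencing gave the highest value in early senescence for sen-sRNA1, sen-sRNA4 and sen-sRNA5, but with the library totals of Table 1 sen-sRNA1 was highest in late senescence (685 TP2M, against 661 in early senescence).

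**Figure D2:**
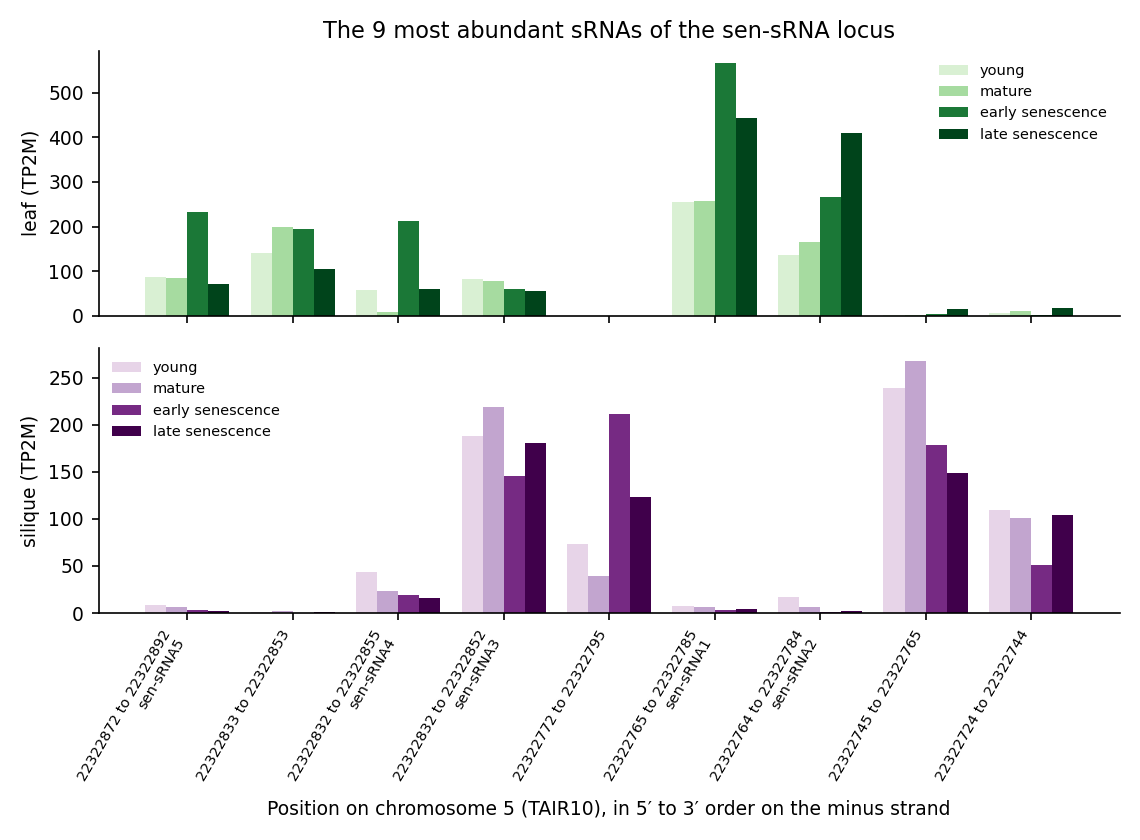
Abundance (TP2M) of the 9 most abundant sRNAs of the sen-sRNA locus, named or given by their start on chromosome 5, in leaf and silique at the 4 stages, with 1 library per bar and no replicates. sen-sRNA1 and sen-sRNA2 are far higher in leaf than in silique, where neither exceeds 17.5 TP2M.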

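In the silique libraries sen-sRNA3 was the most abundant of the named sequences, at 188 TP2M in young, 218 (95% interval 211 to 225) in mature, 145 (138 to 153) in early senescing and 180.2 (175 to 185) in late senescing tissue. sen-sRNA4 had 43.1, 23.6, 19.6 and 15.9 TP2M at the same stages. sen-sRNA1 had 7.71, 6.02, 3.19 and 4.18 TP2M, sen-sRNA2 had 17.5, 6.82, 0.958 and 2.36 TP2M, and sen-sRNA5 had 8.08, 6.30, 3.09 and 2.32 TP2M. Reads from the whole window summed to 2301, 1754, 1447 and 1476 TP2M, or 0.825-fold and 0.841-fold the mature value in early and late senescence. Of these reads 86.2% in young, 89.3% in mature, 95.5% in early senescing and 95.6% in late senescing silique were on the minus strand, so that young and mature silique lay below the 90% asked for in the screen of leaf sequences. In the silique sequencing, 4 of the 5 sequences had their highest value in young tissue and sen-sRNA3 had it in mature tissue.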

In siliques, these abundant sRNAs from the *sen-sRNA* precursor also showed their highest expression levels in late senescence (Fig. 4b).

**Figure 4:**
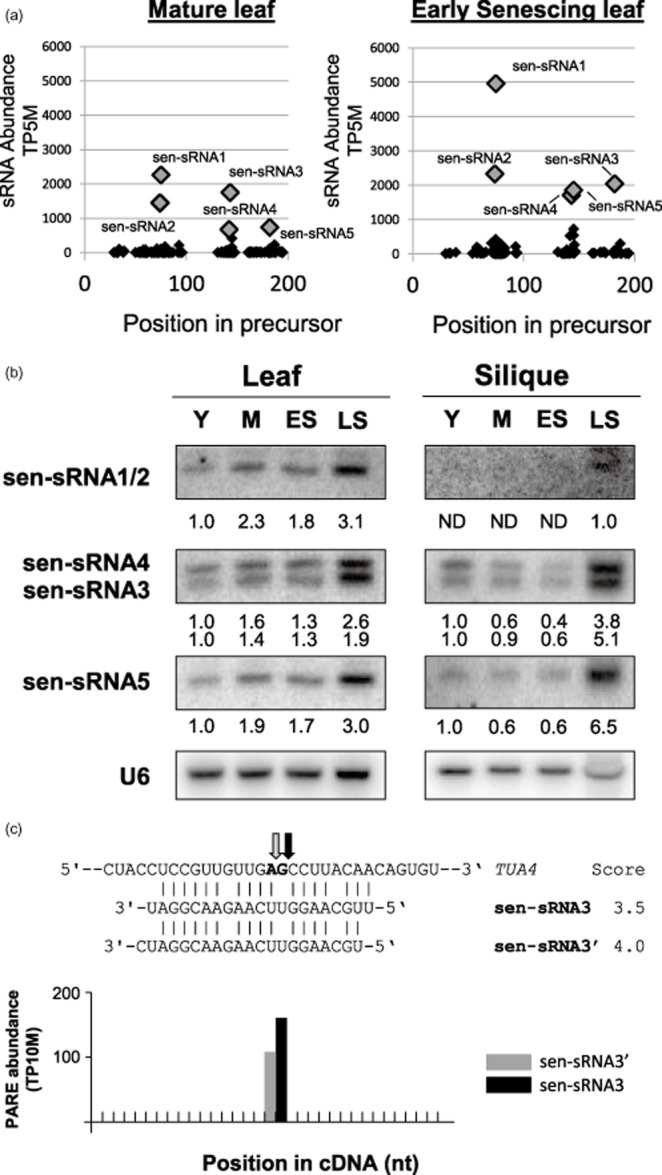
Expression and target cleavage activity of the *sen-sRNA* locus. (a) Small RNA plot of the *sen-sRNA* precursor. The abundance of small RNA sequences is plotted versus position within the predicted precursor of the *sen-sRNA* locus for both mature and early senescing leaf. (b) Expression of sRNAs from the *sen-sRNA* locus were examined via northern blotting. Data is representative of at least two biological replicates and U6-normalized quantification values are displayed below each stage. Stages were as described in Fig. 1. (c) Predicted cleavage sites of sen-sRNA3 and sen-sRNA3′ are indicated by arrows and bold 5′ nucleotides on target mRNAs. Target scores for each sRNA are also shown. Target cleavage data were obtained from PARE data of *xrn4* flower (German *et al*. 2008). PARE abundance is shown in histograms. Grey bars indicates cleavage guided by sen-sRNA3′ while black bars indicate cleavage guided by sen-sRNA3.

**Table 2:** Abundant small RNAs from the *sen-sRNA* precursor

miRNA	Sequence	Size	Abundance (TP10M)
sen-sRNA1	UUCUUGAACCUUGGAAGAAAA	21	8361
sen-sRNA2	UCUUGAACCUUGGAAGAAAAC	21	5840
sen-sRNA3	UGCAAGGUUCAAGAACGGAUC	21	5435
sen-sRNA4	UCUUGCAAGGUUCAAGAACGGAUC	24	2347
sen-sRNA5	AUUCGACAAAGUGAAGGGUUU	21	2520

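Summed over the 8 sRNA libraries after scaling each to 10000000 genome-matched reads, abundance was 7720 for sen-sRNA1, 5015 for sen-sRNA2, 5039.9 for sen-sRNA3, 2202 for sen-sRNA4 and 2473 for sen-sRNA5. These sums rest on 15440, 9932, 15853, 5082 and 5101 reads, respectively. With all trimmed reads as the library total they were 5426, 3468, 3932, 1612 and 1779.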

Sequence, size and sum of abundance across all eight small RNA libraries are shown.

Targets were predicted for all the abundant sRNAs arising from the *sen-sRNA* locus using psiRNA target prediction software (Dai & Zhao 2011). Published PARE data from *xrn4* flowers were examined to search for evidence of cleavage for each potential target (German *et al*. 2008). The loss of the exoribonuclease XRN4 in this mutant background causes elevated levels of sRNA-guided cleavage intermediates to accumulate, enabling sRNA targets to be more easily identified (Souret *et al*., 2004; Rymarquis *et al*., 2011; Nagarajan *et al*., 2013). sen-sRNA3 was predicted to target a conserved region of the alpha tubulin family, pairing to *TUA2*, *TUA4* and *TUA6* with scores of 4.0, 3.5 and 4.0, respectively (Fig. 4c). Abundant cleavage products predicted for sen-sRNA3 and a variant that differs by one nucleotide were both found in this library. These decay intermediates could arise from cleavage of one, two or all three alpha tubulin family members, which cannot be distinguished because of the conserved nature of this region.

### Analysis of PARE data from senescing leaves

In addition to utilizing sRNA and publicly available PARE libraries, six new PARE libraries were constructed from *Arabidopsis* leaves to examine targets of regulated miRNAs. 

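Parallel analysis of RNA ends (PARE) captures the 5′ ends of uncapped, polyadenylated RNA fragments as tags of about 20 nt. The PARE libraries came from 1 sample each of young and mature leaf and from 2 replicate samples each of early and late senescing leaf. The authors trimmed the adaptors and deposited each library as distinct tags with the count of reads of each one, without normalization. Tags were 18 to 20 nt long in 4 of the libraries, while the files of the second early and late senescence replicates held only 20 nt tags. For the values given here, tags were matched to TAIR10.1 without mismatches and counts were scaled to tags per 10000000 genome-matched reads (TP10M). Changes between stages were tested with edgeR's quasi-likelihood test on the raw counts, in a single fit over the 6 libraries that takes the spread from the replicates of early and late senescence and assumes it for the single young and mature libraries. The fit covered 21335 genes and cleavage sites with at least 10 reads in at least 2 libraries. It called 0 of these between early senescence and mature leaf and 0 between late senescence and mature leaf after Benjamini-Hochberg adjustment, against 15 and 329 with an unadjusted p under 0.05, while DESeq2 called 183 and 472. At the dispersion estimated from these libraries (1.83), the fit called 0 of 200 simulated 8-fold changes between late and early senescence. No simulation was run for the comparisons with mature leaf, and 0 calls there are not taken as evidence of unchanged genes.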

After trimming of adaptors, these libraries yielded more than 750 million genome-matched sequences and represent the first large-scale analysis of the RNA degradome during *Arabidopsis* senescence (Table 3). 

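The trimmed PARE libraries held 115224802 reads from young and 107999423 from mature leaf, 191294550 and 127367565 from early senescence replicates 1 and 2, and 146091206 and 26170444 from late senescence replicates 1 and 2. Of these, 100739016, 94965448, 168992631, 115341931, 116751238 and 23363664 reads, respectively, matched the genome.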

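The young and mature PARE libraries held 11359659 and 11886330 distinct genome-matched sequences. Early senescence replicates 1 and 2 held 1721344 and 1008820, and late senescence replicates 1 and 2 held 202348 and 262267. Every senescing library held fewer than the young and the mature library, and the geometric mean of the senescing libraries was 21.1-fold lower (two-sided exact permutation test, p = 0.0667, the smallest p that 15 splits of the 6 libraries allow). With every library thinned to the 23363664 reads of the smallest, the difference was 11.7-fold (exact permutation test, p = 0.133). Late senescence lay below early senescence in both replicates. In young and mature leaf, 41.9% and 41.7% of the 20 nt sequences were read once and the median was 2 reads per sequence. In the senescing libraries the median was 58 and 57 reads in early and 191 and 61 in late senescence, and the share read once was 1.45%, 2.19%, 33.9% and 7.39%.

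**Figure D3:**
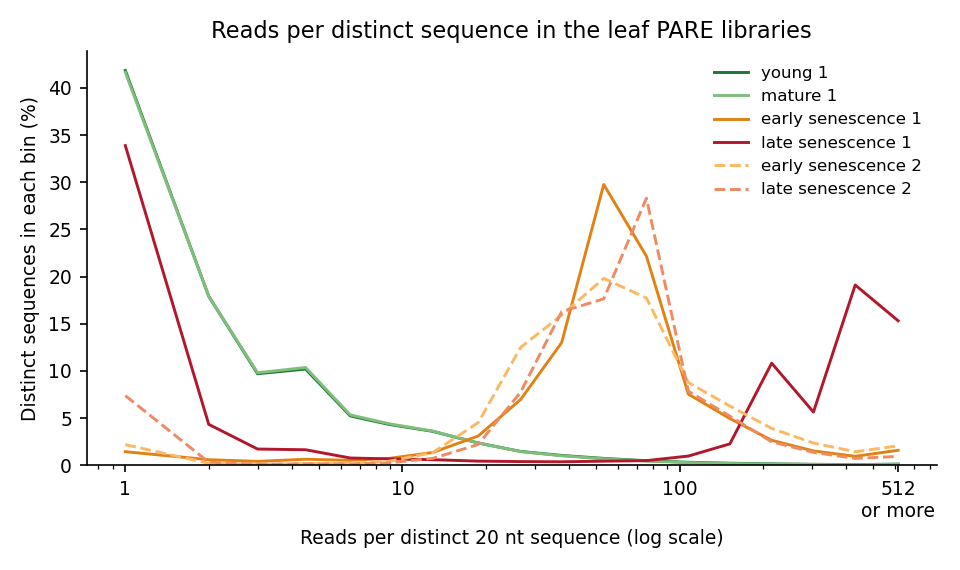
Share of the distinct 20 nt sequences of each PARE leaf library (vertical axis) by the number of reads per sequence (horizontal axis, log scale), with 1 line per library. Sequences of young and mature leaf are mostly read a few times, while early senescence replicate 1 has its most common values near 60 reads.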

Early and late senescing leaf libraries had significantly reduced genome-matched distinct sequences, despite a second round of library construction and sequencing from biological replicates (Table 3). This reproducible overall reduction in complexity is likely caused by the general increase in RNA decay associated with senescence progression (Taylor *et al*. 1993; Bariola *et al*. 1999). In keeping with this reduction in distinct sequences, the majority of miRNA target cleavage products were either missing or significantly reduced.

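miRNA cleavage sites were predicted on the TAIR10.1 transcripts with a score of at most 3 and without bulges, and 75 sites had at least 1 TP10M in young or mature leaf. In the mean of the early senescence libraries 50 of them (66.7%, exact binomial 95% interval 54.8% to 77.1%) were lower than in mature leaf, and 5 (6.67%) had no read (24.0% without early senescence replicate 1). In late senescence 69 (92.0%, 83.4% to 97.0%) were lower and 34 (45.3%) had no read (70.7% without late senescence replicate 2). Over all 110 predicted sites with a tag in any library, 30.9% in early and 61.8% in late senescence had no read. Reads per 20 nt sequence first peaked at 60 and 33 in the early and at 234 and 37 in the late senescence libraries. If such reads are copies of 1 molecule, a site near the minimum of 1 TP10M can have no read without a change in cleavage. The binomial intervals do not cover this limit, and these shares do not measure cleavage alone. Without early senescence replicate 1, the share lower in early senescence was 81.3%, and without replicate 2 it was 64.0%. With a prediction score of at most 2, the early senescence share was 53.7% of 41 sites. Other 5′ ends of the same genes, matched to the sites on their abundance in young and mature leaf, were lower in 81.5% of cases in early and 86.9% in late senescence, and 32.8% and 75.9% of them had no read. These ends were found for 66 of the 75 sites. The paper gives the general increase in RNA decay during senescence as the likely reason for the reduction in distinct sequences.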

**Table 3:** Summary statistics of PARE libraries

Library	Tissue	Description	Raw trimmed	Genome matched	
			Reads	Reads	Distinct
C0LY	Leaf	Young	114 373 290	97 727 510	11 087 211
C0LM	Leaf	Mature	107 307 144	92 663 203	11 592 888
C0LSeE1	Leaf	Early senescence 1	380 719 524	335 224 824	1 689 330
C0LSeL1	Leaf	Late senescence 1	142 841 947	107 151 162	163 022
C0LSeE2	Leaf	Early senescence 2	127 367 565	114 143 220	1 192 825
C0LSeL2	Leaf	Late senescence 2	26 170 444	22 820 583	260 527

Initial analysis of these PARE libraries focused on examining targets of regulated miRNAs. Because of the reduction or absence of most miRNA target cleavage products in senescing leaves, it is not possible to draw conclusions about lower levels of cleavage products for targets whose miRNAs were shown to be reduced as senescence progresses. However, strong induction of miR408 in leaves was accompanied by an increase in the cleavage products generated for all four of its validated targets (Fig. 5). Similarly, NLA had a significant increase in the cleavage product generated by miR827-guided cleavage (data not shown).

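The predicted miR408-3p site of PLANTACYANIN (AT2G02850; CCAAGGGAAGAGGCAGUGCAU) gives a cleavage product that starts at 827705 on chromosome 2, in the coding sequence of exon 1 of 2. Reads starting there amounted to 1.19 TP10M in young leaf, 6.63 in mature leaf, 68.0 and 7.80 in early senescence replicates 1 and 2, and 0 in both late senescence replicates. The mean in early senescence was 37.9 ± 42.6 TP10M (SD, n = 2), a log2 change of 2.51 against mature leaf (standard error 5.11, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the site of AT1G72230 (3′ UTR, chromosome 1, 27189150), early senescence replicate 1 had 3.49 TP10M, against 0.199 in young and 0.105 in mature leaf. At the sites of LAC3 (AT2G30210; coding sequence of exon 2 of 5, chromosome 2, 12889612) and UCC2 (AT2G44790; 3′ UTR, chromosome 2, 18462158), that replicate had 11.4 and 3.25 TP10M, against 0 in young and mature leaf, where a count of 0 allowed up to 0.298 and 0.316 TP10M. At these 3 sites no read was found in early senescence replicate 2 or in late senescence. The pairing of AT1G72230, LAC3 and UCC2 with miR408-3p was scored without bulges, so the 5′ end 1 nt upstream was also counted. There, early senescence replicate 1 had 114.6 TP10M on PLANTACYANIN, 22.2 on AT1G72230, 13.5 on LAC3 and 14.7 on UCC2, and late senescence replicate 1 had 54.6 on PLANTACYANIN. The values above mature leaf thus rest on replicate 1 of early senescence and, for the upstream end of PLANTACYANIN, also on replicate 1 of late senescence. In early senescence replicate 2, PLANTACYANIN was at 7.80 TP10M (exact Poisson 95% interval 6.27 to 9.59) at the predicted position against 6.63 (5.10 to 8.49) in mature leaf. Within 1 nt of it the values were 7.80 and 13.3. These intervals count copies made by PCR as molecules. Divided by the first peak of reads per 20 nt sequence in that library (33), the reads at 7.80 TP10M came to 2.73. In early senescence replicate 1 this number ran from 0.917 at UCC2 to 32.3 upstream on PLANTACYANIN. It was 2.72 for the 54.6 TP10M of late senescence replicate 1, so that several sites may rest on few molecules. In early senescence replicate 1, 24 genes known for expression in roots had a median of 120.9 TP10M, against 0 in early senescence replicate 2. The list of these genes was written after some genes high in replicate 1 and close to 0 in replicate 2 had been seen. This contrast is therefore not independent evidence. From the cleavage products of these targets, the paper states that the induction of miR408 in leaves was accompanied by their increase.

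**Figure D4:**
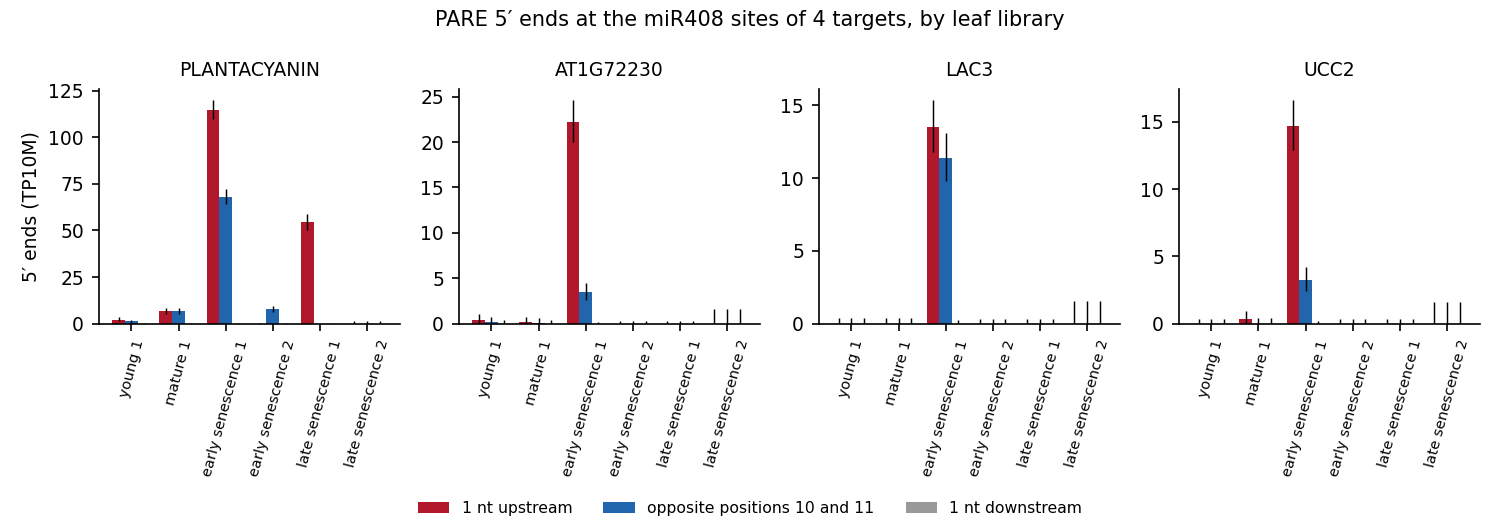
Reads starting at the predicted miR408-3p cleavage position (offset 0) and 1 nt upstream (offset -1) of PLANTACYANIN, AT1G72230, LAC3 and UCC2 in each PARE leaf library, in TP10M, with exact 95% Poisson intervals as error bars. The highest bars of each gene are those of early senescence replicate 1, with 114.6 TP10M 1 nt upstream on PLANTACYANIN. The error bars cover counting error only, as if every read were an independent molecule.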

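The miR827 site of NLA (AT1G02860; UGUUUGUUGAUGGUCAUCUAA) lies in the 5′ UTR, in exon 1 of 6, with the product starting at 635412 on chromosome 1. Reads starting there amounted to 25.9 TP10M in young and 74.0 in mature leaf. Early senescence replicates 1 and 2 had 8.58 and 213 TP10M, and late senescence replicates 1 and 2 had 0 and 149. The log2 change against mature leaf was 0.58 (standard error 3.46) in early and 0.01 (standard error 3.38) in late senescence, both with an adjusted p of 1 from edgeR's quasi-likelihood test. Replicate 2 decides these values, since without it the log2 change was -3.11 in early and -12.79 in late senescence. In early senescence replicate 2, 67.8% of all reads on NLA started at this position, against 23.9% in mature leaf and 7.33% in early senescence replicate 1.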

**Figure 5:**
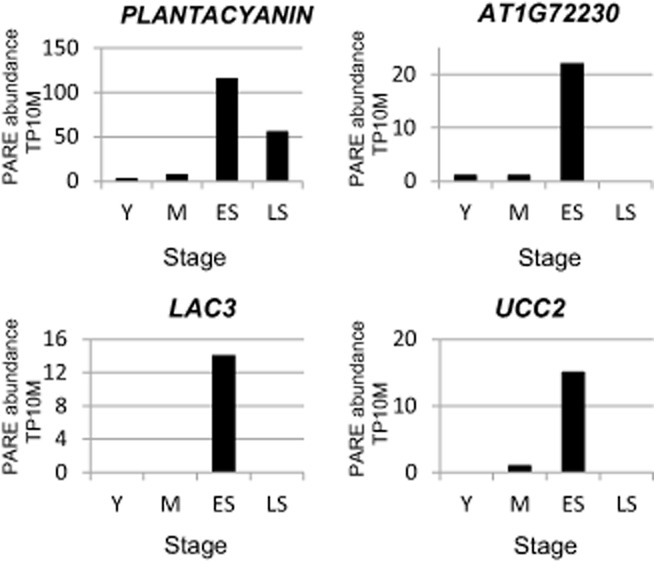
PARE sequences corresponding to precise miR408 target cleavage sites. PARE libraries data showing the level of decay intermediates generated by miR408-guided cleavage of *PLATNACYANIN*, *AT1G72230*, *LAC3* and *UCC2*. Cleavage data were obtained from PARE libraries constructed at four stages during development and senescence. Bars represent the abundance of cleavage products guided by miR408.

### Differential expression of senescence-regulated targets

Expression changes of the genes targeted by senescence-regulated miRNAs were also analysed. Although the majority of senescence-regulated miRNAs have previously been shown to be nutrient responsive, their targets possessed a wide variety of functions ranging from nutrient mobilization to cell wall integrity. Like many senescence-regulated miRNAs, these targets often showed different expression changes between leaf and silique tissue (Fig. 6). Some of these targets showed incoherent regulation (Jeong & Green 2013) relative to the miRNAs targeting them, that is, they increase despite a simultaneous increase in the miRNAs, which targets them (Figs. 2 & 6).

**Figure 6:**
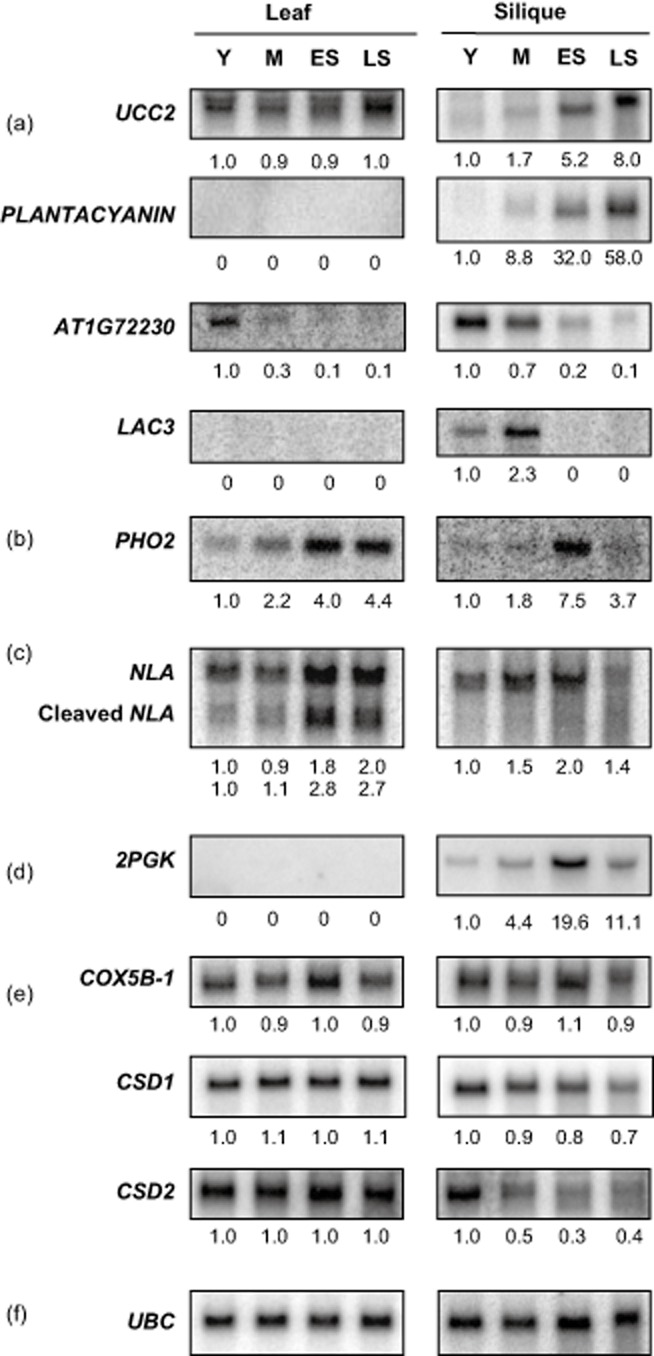
Senescence regulation of nutrient-responsive miRNA targets in leaf and silique. Northern blots showing differential expression of nutrient regulated miRNA targets in senescing leaf and silique. Data is representative of at least two biological replicates. Stages were selected as described in Fig. 1. *UBC* (*At5g25760*) normalized quantification values are displayed below each stage. (a) miR408 targets *UCC2*, *PLANTACYANIN*, *AT1G72230* and *LAC3*; (b) miR399 target *PHO2*; (c) miR827 target *NLA*; (d) miR447 target *2PGK*; (e) miR398 targets *COX5B-1*, *CSD1*; and *CSD2* (f) Representative *UBC*.

Four of targets of miR408, which had increased cleavage products in senescence PARE data (Fig. 5), were analysed via northern blotting. *AT1G72230*, a member of the *CUPREDOXIN* superfamily, which binds copper and functions in the synthesis of xylan, a polysaccharide component of cell walls (Borner *et al*. 2002; Mutwil *et al*. 2009), decreased as aging progressed in both leaves and siliques (Fig. 6a). *UCLACYANIN 2* (*UCC2*, *AT2G44790*) also contains a copper-binding domain but its function remains uncertain (Borner *et al*. 2002; Mutwil *et al*. 2009). Unlike *AT1G72230*, *UCC2* was mostly unchanged during leaf senescence and actually increased in senescing siliques (Fig. 6a). *LAC3* (*AT2G30210*) is a member of the laccase family that has been proposed to be involved in maintaining cell wall integrity (Turlapati *et al*. 2011). *LAC3* expression was not detected via northern blotting in leaves, but it was highly expressed in young and mature siliques and decreased rapidly during senescence (Fig. 6a). *PLANTACYANIN* (*AT2G02850*), which is thought to function in pollen tube guiding, has only been reported to be expressed significantly in the pistil and root (Dong *et al*. 2005; Abdel-Ghany & Pilon 2008). 

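In the PARE leaf libraries, reads starting within 1 nt of the predicted miR408 cleavage position of PLANTACYANIN numbered 34 in young and 126 in mature leaf. They numbered 3086 and 90 in early senescence replicates 1 and 2, and 637 and 0 in late senescence replicates 1 and 2. Reads elsewhere on the transcript numbered 29 and 31 in young and mature leaf, 1074 and 23 in early senescence, and 1086 and 0 in late senescence.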

Despite a highly abundant cleavage product present in leaf PARE libraries, no expression was detected in this tissue through northern blotting (Fig. 6a). However, *PLANTACYANIN* was detectable in early senescing siliques and increased further during late senescence, indicating incoherent regulation with miR408.

Both miR399, which targets *PHO2*, and miR827, which targets *NLA*, were strongly induced during senescence in leaves (Fig. 2). Interestingly, *PHO2* and *NLA* were themselves increased in senescing leaves, showing incoherent regulation with the miRNAs which target them (Fig. 6b,c). While full-length *NLA* increased during leaf senescence, its putative miR827-guided cleavage product increased even more strongly (Fig. 6c). This result is consistent with an increase of miR827 and an accumulation of miR827 directed decay product in PARE results and implies that miR827 may be functioning to moderate *NLA's* expression increase during senescence instead of acting as an on/off switch. In siliques, *PHO2* and *NLA* showed mostly coherent regulation, increasing to their highest levels in early senescence as miR399 and miR827 decreased.

*2PGK*, a target of miR447 has previously been reported to be flower and silique preferential (Kim & Tai 2011). In keeping with published work, *2PGK* was undetectable in leaves at any point during senescence (Fig. 6d). In siliques, *2PGK* increased from young to early senescence stages, reproducing earlier work demonstrating its role in increased phytic acid levels during silique maturation (Kim & Tai 2011). However, *2PGK* decreased as siliques progressed to late senescence, again showing coherent regulation with miR447 at this stage.

miR398 targets a host of genes involved in a variety of different processes ranging from glucose metabolism to the oxidative stress response. *COX5B-1* (*AT3G15640*), which is part of the glucose catabolic process (Comelli *et al*. 2009), was selected for northern blot analysis based on known macronutrient changes during senescence (Wingler & Roitsch 2008). Surprisingly, the expression of *COX5B-1* was relatively unchanged in leaves or siliques during senescence despite regulation of miR398 itself (Fig. 6e). Other targets of miR398, *SUPEROXIDE DISMUTASE 1*(*CSD1*) and *SUPEROXIDE DISMUTASE 2* (*CSD2*), which are responsible for reducing reactive oxygen species (ROS) during oxidative stress, were unchanged in leaves but declined in senescing siliques (Fig. 6e).

Targets of sen-sRNA3 include three members of the alpha tubulin family, *TUA2*, *TUA4* and *TUA6* (Fig. 4c), which were examined via northern blotting. All three of these targets declined to approximately half of their normal expression level in late senescing leaves (Fig. 7). In siliques, this decline was substantially stronger, with all targets of sen-sRNA3 declining to nearly undetectable levels by late senescence (Fig. 7).

**Figure 7:**
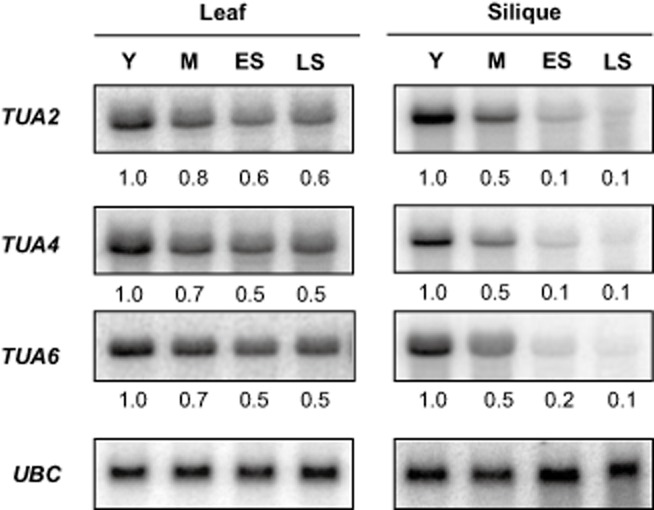
Senescence regulation of sen-sRNA3 targets. Northern blots showing differential expression of sen-sRNA3 targets in senescing leaf and silique. Data is representative of at least two biological replicates. Stages were selected as described in Fig. 1. *UBC* (*At5g25760*) normalized quantification values. One representative *UBC* is shown.

## Discussion

In this study, we report the first sRNA and PARE libraries from senescing leaves and siliques, which enabled large-scale examination of miRNA expression and miRNA target cleavage in these tissues. Seven previously annotated miRNAs were demonstrated to change as senescence progressed, in a tissue-specific manner. Deep sequencing data also enabled identification of a new regulated sRNA locus, the *sen-sRNA* locus, which is most strongly expressed in senescing leaves and siliques (Fig. 4). Examination of the expression levels and decay intermediates of the targets of these known miRNAs and the new sen-sRNAs revealed that they also undergo tissue-specific changes during the course of senescence. Instances of coherent and incoherent regulation were observed between the miRNAs and their targets, a number of which are associated with nutrient limitation.

### Differential expression of miRNAs and their target mRNAs in leaves and siliques

It has been reported that a significant change in the levels of both micro- and macronutrients occurs in senescing leaves (Bleecker & Patterson 1997; Gan & Amasino 1997; Himelblau & Amasino 2001). These changes are thought to be the result of a mobilization of resources away from vegetative tissue and towards developing reproductive tissue and lead to a host of expression changes in both tissues (Leopold 1961; Guiboileau *et al*. 2010). Our analysis of miRNA expression during the course of senescence revealed different, and often completely opposite, expression patterns between leaves and siliques (Figs. 2 & 3). In keeping with the nutrient remobilization hypothesis, five out of the seven miRNAs (miR408, miR399, miR827, miR447 and miR398), which were senescence regulated, have been previously reported to be nutrient responsive (Fujii *et al*. 2005; Abdel-Ghany & Pilon 2008; Dugas & Bartel 2008; Pant *et al*. 2009; Kant *et al*. 2011), indicating that they may play a currently underappreciated role in controlling the flow of nutrients from vegetative to reproductive tissue.

miR399 and miR827 were both strongly induced during senescence in leaves but showed more complex pattern of regulation in siliques, where their expression was initially lower in early senescence (Fig. 2). The correlation between these two miRNAs in both leaves and siliques is consistent with their reported response to phosphate levels (Kant *et al*. 2011). However, their target genes *PHO2* and *NLA*, which are both negative repressors of phosphate transport, responded differently to senescence than they do to phosphate deficiency (Fig. 6b,c; Fujii *et al*. 2005). In leaves, *PHO2* gradually increased during senescence, showing incoherent regulation with miR399 and an opposite expression change than has been reported in non-senescence-induced phosphate deficiency. However, it has been shown that while miR399 and *PHO2* are co-expressed in vascular tissue, miR399 alone is expressed in mesophyll cells, where it may have a currently unidentified target (Aung *et al*. 2006), which could be repressed during senescence. Additionally, *Arabidopsis* expresses target mimics that sequester miR399, which could explain how both miR399 and *PHO2* levels could increase under the same conditions (Franco-Zorrilla *et al*. 2007). The miR827 target *NLA* also increased in senescing leaves, showing incoherent regulation and an opposite pattern than has been reported in phosphate deficient *Arabidopsis*. However, both PARE (data not shown) and northern blot (Fig. 6c) showed an even stronger accumulation of the miR827 directed cleavage product, which is consistent with elevated target and miRNA levels. Given *NLA's* role in regulating phosphate transport in a nitrate-dependent manner, it is likely that miR827 may be functioning to fine tune this relationship during senescence instead of acting as an on/off switch. Additionally, *NLA* has been shown to positively affect anthocyanin production, which is a well-known senescence phenotype (Peng *et al*. 2007). The incoherent regulation of miR399 and miR827's target genes, which does not occur under whole-plant nutrient starvation, implies that nutrient-responsive miRNAs and their target genes may play additional roles in adaptation to shifting nutrient balance during natural senescence.

miR447, which has been shown to be induced under nitrate-deficient conditions (Pant *et al*. 2009), was mildly increased during senescence in leaves (Fig. 2), where it is known that nitrate levels decrease with age (Diaz *et al*. 2008). Its target *2PGK*, however, has been reported to be strongly silique and flower preferential and was undetectable in leaves at any stage. In siliques, miR447 had the lowest level of expression in early senescence where its target *2PGK* showed its highest expression (Fig. 6). The increase of *2PGK* as siliques transitioned from young to early senescence is consistent with earlier findings, which implicate increases of this gene in the silique maturation-induced accumulation of phytic acid, a phosphate storage compound found in seeds, which is inaccessible to human absorption and considered an anti-nutrient (Stevenson-Paulik *et al*. 2005). Knockouts of *2PGK* have been shown to have reduced phytic acid, a desirable agricultural trait, but also have reduced seed germination under stress (Kim & Tai 2011). The natural repression of *2PGK* by miR447, which is shown to be reduced in late senescence, may be more amenable to manipulation in future work.

Of the five nutrient-responsive miRNAs, which changed during the course of aging, only miR398 responded in an opposite manner in senescence compared with its demonstrated response to nutrient deficiency. While sucrose, phosphate and nitrate deficiencies have been reported to repress miR398 (Dugas & Bartel 2008; Pant *et al*. 2009), its levels were actually increased during aging in leaves. Surprisingly *COX5b-1*, a target of miR398, was unchanged during senescence (Fig. 6e) despite its reported responses to sucrose levels (Comelli *et al*. 2009). Other targets of miR398, *CSD1* and *CSD2*, however, were down-regulated during senescence in siliques. This is surprising, given the reduction of miR398 during senescence in siliques (Fig. 2) and the known increase in ROS during senescence (Woo *et al*. 2004) and indicates that the role of miR398 in senescence warrants further investigation. Like miR399 and miR827, this miRNA may also play a different role in senescence than it does in whole-plant nutrient deficiency and oxidative stress.

The majority of senescence-regulated miRNAs have previously been reported to respond to changes in nutrient levels. However, members of the miR156/157 family and miR396a-3p have not been shown to change significantly under nutrient starvation. miR396a itself has been reported to target the *GROWTH REGULATING TRANSCRIPTION FACTOR* (*GRF*) family (Jones-Rhoades & Bartel 2004), but increased very slightly in senescing leaves and siliques. Interestingly, the miR396a precursor was recently reported to produce an abundant miR star, miR396a-5p (Jeong *et al*. 2013), which was induced during senescence in leaves and repressed in siliques (Fig. 3b). This miRNA is currently without any validated targets, making it difficult to speculate on its potential role in senescence. All members of the miR156/157 family are predicted to target members of the *SPL* transcription factor family, which control development. Despite overlapping predicted targets, it has recently been reported that miR156 and miR157 family members do mediate differential cleavage of specific SPL transcripts (Meng *et al*. 2012). The senescence repression of miR157 in leaves without any change in miR156 therefore may be a fine-tuning mechanism to control expression of specific SPLs as senescence progresses in leaves. In siliques, both miRNAs were strongly induced in late senescence, which could lead to repression of multiple SPL family members in this tissue.

miR408 targets genes involved in many different biological processes and its senescence regulation could potentially have a variety of effects. Although *UCC2* and *PLANTACYANIN* are both validated targets of miR408, they showed incoherent regulation by increasing as senescence progressed (Fig. 6), and are involved in processes, which have no known involvement in the senescence process (Dong *et al*. 2005). In contrast, two other targets, *CUPREDOXIN* and *LAC3*, both showed the expected reduction, which correlated with an increase of miR408 during senescence (Fig. 6). *CUPREDOXIN* has been proposed to be involved in xylan biosynthesis (Mutwil *et al*. 2009) and its down-regulation by miR408 could therefore affect cell wall integrity during senescence. Similarly *LAC3*, which was also reduced during senescence, is thought to act on the cell wall. Transgenic knockdowns of *LAC3* have been reported to have altered cell wall integrity and more readily detachable xylem fibre cell walls in poplar (Ranocha *et al*. 1999). Senescence is known to bring about a host of cell wall changes (Bleecker & Patterson 1997) and the regulation of *CUPREDOXIN* and *LAC3* by miR408 imply that this miRNA may be playing an important role in the process.

### *Sen-sRNAs* are induced by senescence and target the alpha tubulin gene family

The discovery of the senescence-inducible *sen-sRNA* locus through deep sequencing of sRNAs in senescing tissues highlights the importance of continued investigation of the sRNA transcriptome under diverse sets of conditions. It is interesting that the *sen-sRNA* precursor can form a stem-loop structure, passes strand bias criteria for miRNAs and sRNAs from it guide cleavage of target mRNAs similar to miRNAs. Thus, although sen-sRNAs have miRNA-like function, the *sen-sRNA* precursor fails the abundance cut-offs for precise excision required for formal annotation as a miRNA locus (Meyers *et al*. 2008).

The expression of nearly all members of the alpha tubulin gene family has been reported to decline during senescence (Wagstaff *et al*. 2009; Keech *et al*. 2010; Breeze *et al*. 2011). Intriguingly, we show that all alpha tubulin mRNAs that are sen-sRNA3 targets decline slightly in leaves and drastically in siliques (Fig. 7), which has the potential to lead to massive changes in cellular integrity. sen-sRNA3 may therefore be working in concert with miR408 to alter cellular structure by targeting alpha tubulins and represents an interesting candidate for future studies investigating senescence-associated changes in cell structure. Both miR408 and sen-sRNA3 are the first indications that sRNAs, which have demonstrated roles in many developmental processes (Gandikota *et al*. 2007), are also involved in what is often termed the final developmental stage, senescence.

Taken together, these findings highlight the integral, and currently underappreciated, role that miRNAs play during senescence. The high-percentage senescence-regulated miRNAs, which have previously been noted as nutrient responsive, and their predominantly antagonistic regulation between leaves and siliques, implies they may function in the regulatory pathways, which govern mobilization of nutrients away from vegetative tissue and towards reproductive tissue during the course of senescence. Beyond the mobilization of nutrients, several miRNAs have target genes that could be of strong interest agriculturally, such as miR447, which controls phytic acid accumulation, or miR408 and sen-sRNA3, which have the potential to alter cell structure and integrity. This study greatly expands upon the existing knowledge of the roles of miRNAs in senescence and provides a number of new avenues to explore.

How the deposited data were processed for this re-analysis (not part of the article)

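Small RNAs of leaves and siliques of Arabidopsis were sequenced at 4 stages (young, mature, early senescing and late senescing), with 1 library per stage and tissue. The 5′ ends of RNA fragments (PARE) were sequenced from leaves only, with 1 library each of the young and the mature stage and 2 replicate libraries each of early and late senescence. The leaf and silique RNA were extracted with different reagents and the small RNA libraries of the tissues were multiplexed differently, so that every comparison of leaf with silique also compares preparations. The authors trimmed the adaptors and collapsed the reads, and each deposited file gives the distinct sequences of 1 library with the raw count of reads of each sequence. These counts had not been normalized or filtered by a match to the genome. The lengths ran from 18 to 31 nt in leaf and from 18 to 34 nt in silique for small RNAs, and from 18 to 20 nt for PARE.

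Every sequence was matched to both strands of the nuclear, plastid and mitochondrial sequences of TAIR10.1 with 0 mismatches. A small RNA sequence that matched an annotated tRNA (684 features), rRNA (14), snRNA (82) or snoRNA (287) was set aside, and the remaining genome-matched reads were the library total for transcripts per 2000000 reads (TP2M). The annotation holds no 25S rRNA gene, so the 4000 nt downstream of the 5.8S rRNA were also removed in a setting added after the data were seen. Sequences with more than 20 matches counted toward the totals and were not placed at positions. The 428 annotated mature miRNAs were counted by exact sequence, once for each of 350 distinct sequences. Library totals ran from 18280472 to 60215555 reads, and by counting error alone a count of 0 allowed up to 0.328 TP2M in the shallowest leaf library, which is too low a limit where reads are copies of few molecules. Single values carry exact 95% Poisson intervals and ratios exact conditional binomial intervals, which cover counting error only, since each stage had a single library and copies made by PCR were counted. A fold against a count of 0 was taken against a floor of 3 counts in that library.

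Changes in miRNAs were taken against the mature stage of the same tissue, with limits of 50 TP2M and 3-fold. The squared Pearson correlation between stages used log10(TP2M + 1) of 80 miRNA sequences above 50 TP2M in any library. Total miRNA abundance and the shares of 21 and 24 nt reads were compared between 4 leaf and 4 silique libraries with two-sided exact permutation tests over 70 splits, in which the stages of a tissue stand in for replicates. Lists of copper miRNAs (miR397a, miR397b, miR398a, miR398b/c, miR408 and miR857) and phosphate miRNAs (miR399a to f, miR827, miR2111 and miR778) were compared by their median log2 change with 10000 random lists, each member being drawn from the 20 sequences nearest to it in abundance. The screen for senescence-inducible sRNAs took sequences of at least 10 TP2M in a senescing leaf library and at least 3-fold their mature level, merged them within 200 nt and asked for more than 90% of reads on a single strand. The sen-sRNA window extended 75 nt beyond the outermost sen-sRNAs and was folded with RNAfold 2.7.2.

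PARE counts were scaled to 10000000 genome-matched reads (TP10M), and library totals ran from 23363664 to 168992631 reads. Of the matched reads, 84.9% to 90.6% lay on genes. Cleavage sites were predicted for 98 miRNA sequences on 52177 transcripts without bulges (score at most 3, counting 1 per mismatch and 0.5 per G:U pair, doubled at positions 2 to 13), with the product starting opposite position 10 of the miRNA. Reads at the first 20 nt of each predicted product were counted. Sites needed at least 1 TP10M in young or mature leaf, and 10 other ends of the same gene with similar abundance in young and mature leaf served as their background. Numbers of distinct sequences were compared with a two-sided exact permutation test over 15 splits of 2 against 4 libraries. Genes (from sense tags whose matches lie in a single gene) and named cleavage sites with at least 10 reads in at least 2 libraries were tested with edgeR's quasi-likelihood test in a single fit over the 4 stages, with the genome-matched total as library size and Benjamini-Hochberg adjustment at 0.05. This fit takes its spread from the replicates of early and late senescence and assumes it for young and mature leaf. It was tested on simulated data for late against early senescence with the library sizes and groups of this experiment. With a dispersion of 0.1, 200 of 200 genes changed 8-fold were recovered with 15 false calls among 215, and with the dispersion of 1.83 estimated from these libraries, 0 of 200 were called and 187 had the right sign.

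The genes and miRNAs named in the text are all those the paper names, the members of the copper and phosphate lists, and in each tissue the 3 other miRNA sequences with the largest rise and the 3 with the largest fall from mature to late senescence among those with at least 50 TP2M in either library. The 2 genes with the largest rise and fall in PARE between early and late senescence were also to be named if their adjusted p was under 0.05, but edgeR called none. The seed storage protein genes (10) and root genes (24) were chosen by name for tests of other tissues in PARE, and other sequences are named with the reason. The root list was written after some genes high in PARE early senescence replicate 1 had been seen.

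Alternatives for small RNAs were other library totals (all genome-matched reads, all trimmed reads, or the totals of Table 1), size factors of edgeR's TMM or of DESeq2 over miRNAs, isomiRs with ends within 2 nt, each annotated locus counted separately, linear TP2M, no abundance filter, a pseudocount of 0.1, distinct sequences in place of reads, and a minimum of 5 or 50 TP2M, merging within 500 nt or late senescence alone in the screen. Those for PARE were thinning to the smallest library, sequences with at least 2 reads, TMM, DESeq2, no filter on low counts, ends within 1 nt of the predicted position, library sizes without tRNA, rRNA, snRNA, snoRNA and organelle tags, a prediction score of at most 2, and leaving out each replicate. Scripts ran in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, matplotlib 3.10.9) and R 4.3.3 (edgeR 4.0.16, DESeq2 1.42.0). Sequences without an exact match to the genome were left out, since the paper maps without mismatches. The RNA blots, the splint ligation assays and the supplementary tables of the paper were not used here.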

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

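The tests on chance sampling, on reads over whole transcripts, on root genes and on library preparation were chosen only after the results were seen. In 23 groups of libraries checked for a single library far from the others, 3 had one. The limit used gives about 1 in 20 groups by chance for replicates, but each group here mixes stages. A group with reads in 1 library only, as at LAC3, passes it by construction. The 3 groups are therefore no measure of an excess over chance.

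In the PARE libraries of senescing leaf, replicate 1 of early senescence lay far above the others at the miR408 site of PLANTACYANIN (68.0 TP10M, against 7.80 in early senescence replicate 2 and 0 in both late senescence replicates) and at that of LAC3 (11.4 TP10M, against 0 in the other 3 libraries). A signal that the paper does not report was found in the same library. There, 24 genes known for expression in roots had a median of 120.9 TP10M, against 0 to 0.199 in the other 5 libraries. Of these genes 23 were highest in this library, the most abundant being PYK10 with 25403 TP10M against 236.6 in mature leaf, and 3 reached 10 TP10M in young or mature leaf. In late senescence replicate 1, 11 of the 24 reached 10 TP10M, at a median of 0.128.

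The tables argue against chance sampling of few original molecules. For this test, reads within 1 nt of the 4 predicted positions were divided by the first peak of reads per sequence (60 in replicate 1 and 33 in replicate 2). On this count 87.8 molecules were expected in early senescence replicate 2 and 2.73 were found (exact Poisson p = 8.8e-34). Reads elsewhere on the 4 transcripts were 32.6-fold higher in replicate 1 than in replicate 2. This is close to the 32.2-fold difference for ends within 1 nt of the sites, so that the excess may lie in the amount of transcript and not in cleavage alone. The ratio of reads elsewhere depends on which reads are counted. For AT1G72230 it rests on 133.4 against 15.4 TP10M, while all reads counted on that transcript numbered 21315 and 12709. RNA of roots in that sample is a candidate explanation, as the root genes at a median of 120.9 TP10M show the difference that it needs, and the paper cites expression of PLANTACYANIN in pistil and root only. The list was written after some genes high in this library and close to 0 in young leaf, mature leaf and early senescence replicate 2 had been seen. Of its 24 genes, 7 had at least 100 TP10M in this library and under 2 in young and mature leaf, and the other 17 had a median of 52.4 TP10M there. RNA of seed-bearing siliques in that sample cannot be told apart from its absence with 10 seed storage protein genes. Their median there was 6.33 TP10M, with too few reads to decide (1.78 times the first peak), and that in late senescence replicates 1 and 2 was 14.4 and 9.20. In late senescence replicate 1 reads elsewhere on PLANTACYANIN (93.0 TP10M), LAC3 (103.6) and UCC2 (149.9) were also high, as were those at the end 1 nt upstream of the PLANTACYANIN site (54.6), while replicate 2 had 0 reads on PLANTACYANIN and LAC3. The most abundant of these genes, CRU1, had 454.7 TP10M in early senescence replicate 1 and 157.5 in late senescence replicate 2. A biological difference between the 2 early senescence samples and a difference between rounds of library construction stay open as well and were not tested.

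The miR398 site of CSD1 had 3266 TP10M in early senescence replicate 2, far from the other senescing libraries (140 in early senescence replicate 1, and 34.9 and 419 in late senescence replicates 1 and 2) and from young (698) and mature leaf (683). Without this library, the log2 change from mature to early senescence was -2.28 in place of 1.32, and the change of reads elsewhere on CSD1 was -0.33 with it. No technical or biological explanation of this value was tested.

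For 8 of 19 miRNAs, sen-sRNAs and lists, both senescing stages moved one way from mature leaf and the opposite way from mature silique. Taken as the mean log2 change in leaf minus that in silique, the differences were 4.06 for the phosphate miRNAs, 4.87 for miR399b/miR399c-3p, 4.70 for miR827, -2.22 for miR396a-5p, 1.68 for sen-sRNA1, 3.18 for sen-sRNA2, 4.15 for sen-sRNA4 and 0.92 for all reads of the sen-sRNA locus. The differences themselves were not tested, since each stage had 1 library. The opposite directions of miR399, miR827 and miR396a-5p held under the 6 other scalings and countings. For the sen-sRNAs only library totals were varied, and the miRNA size factors, which moved silique changes by 1.24 to 1.49, would exceed the silique changes of sen-sRNA1, sen-sRNA4 and the locus.

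A larger share of all miRNAs among the small RNAs as the source of the rises in senescing leaf is argued against. The median miRNA changed by -0.50 from mature to late senescing leaf (-0.10 with the library totals of Table 1), and all miRNAs together went from 60.5% to 27.3% of reads. Scaled counts cannot separate a rise of these miRNAs from a fall of most other small RNAs. A phosphate shortage of the leaf, shared by all its phosphate miRNAs, cannot be told apart from a rise of miR399 and miR827 alone. The list lay at percentile 86.3 of the random lists in late and 99.86 in early senescing leaf, but miR2111 and miR778 had no reads in mature or senescing leaf. In silique the list lay at percentiles 2.7 and 0.21. Library preparation also stays open for the levels in the 2 tissues, since fragments of tRNA, rRNA, snRNA and snoRNA correlated at r = -0.224 between mature leaf and mature silique, although a preference for certain sequences that is equal at all stages of a tissue would cancel in changes from the mature stage. The biological difference between leaf and silique is an untested explanation too.

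Of the sequences of the sen-sRNA locus, ACUUUCUGGAGACCAAACCCU (chromosome 5, 22322745 to 22322765), which the paper does not name, had the highest mean over the 4 silique libraries. It was singled out after the values were seen. It had 239, 268, 179 and 149 TP2M from young to late senescing silique and 2.46, 1.85, 4.69 and 15.5 TP2M in leaf. Its highest value, 268 TP2M, is in mature silique. It ranked first in young and mature silique, while UGAAGAUCCGUUCUUGAACCUUGG was higher in early senescence (211 TP2M) and sen-sRNA3 in late senescence (180.2). Library preparation (r = -0.224, as above) and the tissue itself stay open as explanations of the difference between leaf and silique, and the design holds no comparison that separates them.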

How the results depend on the processing

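All alternatives were set before the data were examined, except removal of the 25S rRNA region, the sums without miR156 and miR157, the limit of 50 TP2M in the tissue itself, the end 1 nt upstream at miR408 sites, the replicates left out for other ends of target genes and the screen with young and mature exchanged, which were chosen after the results were seen. Where no reason is given for a change, the cause was not tested.

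Among the main results, 91 values under an alternative kept their direction, their side of the threshold and their size within the stated spread, while 44 moved further, 7 no longer passed the threshold and 1 reversed. Among single miRNAs, sen-sRNAs and cleavage sites, 377 stayed within their spread, 157 moved further, 10 newly passed the threshold and 13 fitted changes at cleavage sites reversed. For 44 changes of named miRNAs, 26, 32 and 31 stayed within their counting interval with all genome-matched reads, all trimmed reads and the totals of Table 1, 27 with isomiRs, 15 with TMM and 10 with DESeq2 factors, and 0, 1, 1, 0, 5 and 7 changed sign. These sign changes had no test and are counted above as within the spread or as moved further, not as reversed. In early senescing silique 23 miRNA sequences were more than 3-fold changed, all lower. With TMM factors 11 were (3 higher, 8 lower) and with DESeq2 factors 9 (3 higher, 6 lower). In late senescing silique 22 sequences were so changed (2 higher, 20 lower), against 18 with DESeq2 (10 higher, 8 lower), which reverses the balance. The sequences counted need not be the same between settings. By construction these factors bring the typical miRNA change close to 0, and they shifted the silique medians by 1.24 to 1.49. Counts in leaf stayed within 1.5 times under every scaling.

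The R² values moved with the scale and with the miRNAs included. On linear TP2M they were 0.998, 0.867 and 0.551 for young, early and late senescing leaf and 0.985, 0.974 and 0.960 in silique. With each locus counted separately they were 0.986 in young and 0.948 in early senescing leaf, and 0.954 and 0.901 in early and late senescing silique. Without an abundance filter young silique had 0.970. With 50 TP2M required in the tissue itself (chosen after the data were seen) they were 0.964 and 0.856 in young and early senescing leaf and 0.913, 0.883 and 0.698 in young, early and late senescing silique. Young tissue had the highest and late senescence the lowest value in both tissues under all 6 settings.

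The difference in total miRNA between leaf and silique ran from 594942 to 816791 TP2M with 1 library left out. Without a silique library the exact permutation p was 0.0571, where 2 of 35 splits gave a difference as large, and every leaf library still lay above every silique library. Without miR156 and miR157 (chosen after the data were seen) the difference was 68165 TP2M (exact permutation test, p = 0.143), because these families hold most leaf miRNA reads. Counted as distinct sequences in place of reads, the leaf-minus-silique difference was 3.27 percentage points for 21 nt (exact permutation test, p = 0.2) and -2.05 for 24 nt sRNAs (p = 0.8). With tRNA, rRNA, snRNA and snoRNA kept in, or the 25S region also removed, p stayed at 0.0286 for both classes, the smallest that 70 splits allow.

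The screen gave 2009 sequences at a minimum of 50 TP2M, 40893 at 5 TP2M and 8420 with late senescence alone, against 13438, and 1635 regions at 50 TP2M and 11323 at 5 TP2M against 5523, as each limit by its construction keeps fewer or more sequences. For the sen-sRNA locus, the fold over mature in leaf was 2.01 in early and 1.22 in late senescence with all genome-matched reads, and in late senescence 1.11 with all trimmed reads and 1.73 with the totals of Table 1. In silique it was 0.849 in early and 0.861 in late senescence with all genome-matched reads and with the totals of Table 1 alike. The direction held under each of these totals. sen-sRNA1 was highest in early senescing leaf except with the totals of Table 1, which put it highest in late senescence (685 against 661 TP2M).

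The number of distinct PARE sequences stayed lower in every senescing library when libraries were thinned to equal depth (11.7-fold, exact permutation test, p = 0.133) or limited to sequences with at least 2 reads (14.1-fold, same exact test, p = 0.133), and the difference ran from 15.1-fold to 30.8-fold with 1 senescing library left out. The paper states no pairing of early with late senescence, but it names a second round of library construction and sequencing for the biological replicates, so that the replicate number may also mark the round. Both second replicates held 20 nt tags only, and across genes they correlated at r = 0.842 and the first ones at 0.717, against 0.708 between the early and 0.524 between the late senescence replicates. The deviations of replicates 1 and 2 from their stage means correlated at 0.505 across genes. With the replicate number as a block, late senescence had 8.51-fold and 3.85-fold fewer distinct sequences than early senescence in replicates 1 and 2, with a mean of 5.72-fold (exact sign-change test, p = 0.5, the smallest that 4 sign changes allow).

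edgeR called 0 genes or sites between early senescence and mature leaf, 0 between late senescence and mature leaf and 0 between late and early senescence, with 15, 329 and 343 at an unadjusted p under 0.05. With TMM it also called 0 (8, 276 and 288 unadjusted), as it did with the replicate block (307, 545 and 300) and, for late against early senescence, with the 4 senescing libraries alone (991). DESeq2 called 183 (162 higher, 21 lower), 472 (208 higher, 264 lower) and 545 (36 higher, 509 lower). The cause of this difference between tools was not tested. Without the filter on low counts edgeR called 0, 4 and 5. Leaving out 1 replicate gave 0 to 5 calls for early senescence (5 without either late senescence replicate), 0 to 1001 for late senescence and 0 to 953 for late against early senescence. The larger counts came without late senescence replicate 2 (1001 and 953) or replicate 1 (222 for late against early senescence), where the single late library left is assumed to vary like the early senescence replicates. The common dispersion over all libraries was 1.83, a coefficient of variation of 135%, and at that dispersion this edgeR fit called 0 of 200 simulated 8-fold changes for late against early senescence, the only comparison simulated, so that the absence of calls there is no evidence of unchanged genes.

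The share of miRNA target products lower in early senescence was 53.7% at a score of at most 2, against 66.7%, and ran from 64.0% to 81.3% with 1 replicate left out, the highest without early senescence replicate 1. In late senescence it ran from 88.0% to 97.3%, the highest without late senescence replicate 2.

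Single cleavage sites changed direction with the replicates kept, all from an adjusted p of 1 in edgeR. With 1 replicate left out, the log2 change from mature to early senescence at CSD1 (1.32 with all) ran from -2.28 without early senescence replicate 2 to 2.26 without replicate 1, and at NLA (0.58 with all) from -3.11 to 1.53 without the same libraries. The change from mature to late senescence at NLA (0.01 with all) ran from -12.79 without late senescence replicate 2 to 1.01 without replicate 1. The change from early to late senescence at CSD1 (-2.91 with all) ran from -5.61 without late senescence replicate 2 to 0.69 without early senescence replicate 2, and that at NLA (-0.58 with all) from -13.37 to 3.11 without the same libraries, and was 0.43 without late senescence replicate 1. NLA had 0 reads in late senescence replicate 1, so that its fitted change without replicate 2 depends on the prior count. With ends within 1 nt of the predicted position, the change from mature to late senescence was -0.0075 at NLA and 1.04 at PLANTACYANIN (against -9.10), and with library sizes without tRNA, rRNA, snRNA, snoRNA and organelle tags it was -0.047 at NLA. With the replicate number as a block, the change from mature to early senescence was 1.39 at COX5B-1 (against -0.85), -2.02 at CSD1 and -3.97 at NLA, and that from mature to late senescence -7.76 at NLA. The fall of the CSD2 site from mature to late senescence, and from early to late senescence, passed the adjusted threshold under DESeq2, without the filter on low counts and without late senescence replicate 2, the latter fall also without replicate 1, and falls at ORE1 (both) and NLA (from early senescence) did so without late senescence replicate 2.

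Depth limits the miRNAs with few reads most, such as miR164 in silique, miR399 and miR447 in leaf. In early and late senescing leaf the limit is coarser than the counts show, since 24 nt sequences there had first peaks at 22 and 39 reads.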

Differences from the paper's values

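For the comparisons with added settings, the removal of the 25S rRNA region, the limit of 50 TP2M in the tissue itself and the end 1 nt upstream in a single replicate were tests chosen only after the values were seen, and the other alternatives were set before the data were examined.

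Reads matching tRNA, rRNA, snRNA and snoRNA numbered 4282339, 4597971, 3411194 and 6029348 from young to late senescing leaf, against the paper's 6783580, 7452607, 6434947 and 12456070 in Table 1, and 4332752, 3474915, 1264037 and 4416516 in silique against the paper's 8612996, 7112309, 3251398 and 13003515. No alternative was set in advance for these counts. With the 25S rRNA region also removed, a setting chosen after seeing the values, they were 6318023, 7195106, 5680231 and 11226121 in leaf and 8134242, 6640036, 3051778 and 12340060 in silique, all within 1.5 times the paper's. Genome-matched reads without these numbered 18280472 in late senescing leaf, against the paper's 11853598, and 13083699 with the 25S rRNA region also removed, a setting chosen after seeing the values, which did not differ, while the other 7 libraries lay within 1.5 times the paper's numbers.

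PARE early senescence replicate 1 held 191294550 trimmed and 168992631 genome-matched reads, against the paper's 380719524 and 335224824 in Table 3. Its 1721344 distinct sequences lay close to the paper's 1689330. No alternative was set for these counts.

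Total miRNA abundance in silique, in units of 1000 TP2M, was 156.5 (SD over 4 stages 60142 TP2M) against the paper's 83. It differed under every alternative set before the data were examined (715.7 with each locus counted separately, 141.0 with all genome-matched reads, 172.9 with isomiRs) and under those chosen after seeing the values (176.9 with the 25S region removed, 151.4 without miR156 and miR157). Late senescing silique alone had 84276 TP2M. In leaf, in units of 1000000 TP2M, the paper gives a mean of over 1. The mean of 0.866 lay below this bound by less than the spread (SD over 4 stages 284977 TP2M), and the 2.93 with each locus counted separately lay above it.

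R² with mature leaf was 0.978 for young leaf against the paper's 0.95, and 0.894 for late senescing leaf against the paper's 0.79. For young leaf the values on linear TP2M (0.998), without an abundance filter (0.979), with each locus counted separately (0.986) and with a pseudocount of 0.1 (0.971) differed as well, and so did those for late senescing leaf (0.551, 0.898, 0.929 and 0.867). With 50 TP2M required in the tissue itself, chosen after seeing the values, R² was 0.964 and 0.852, and neither differed. In silique 0.950 and 0.837 did not differ from the paper's 0.94 and 0.81.

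miR408-3p in late senescing leaf was 1.09-fold its mature and 1.77-fold its young value, against the paper's 7-fold during leaf senescence. Over the alternatives set before the data were examined, the ratio ran from 0.918 to 1.43 against mature and from 1.52 to 2.40 against young leaf, and each differed. The highest leaf value was in early senescence, at 1.92-fold mature (1.55 to 2.04 over the alternatives) and 3.12-fold young (2.42 to 3.25), which differed as well. The last is the ratio closest to the paper's.

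At the miR408 sites, PLANTACYANIN had 37.9 TP10M in early senescence against about 120 in Fig. 5, read by eye. Without early senescence replicate 1 it had 7.80 and without replicate 2 68.0, which differed as well. With ends within 1 nt of the predicted position it had 95.2, from 182.6 and 7.80 in replicates 1 and 2. In late senescence it had 0, also without either replicate, against about 55 in Fig. 5, read by eye. With ends within 1 nt it had 27.3 there, from 54.6 and 0 in replicates 1 and 2. In early senescence AT1G72230 had 1.75 TP10M against about 22 in Fig. 5, read by eye. Without replicate 1 or 2 it had 0 and 3.49, and within 1 nt 12.9, from 25.7 and 0. LAC3 had 5.68 TP10M against about 14 in Fig. 5, read by eye. Without replicate 1 or 2 it had 0 and 11.4, and within 1 nt 12.4, from 24.9 and 0. UCC2 had 1.63 TP10M against about 15 in Fig. 5, read by eye. Without replicate 1 or 2 it had 0 and 3.25, and within 1 nt 8.96, from 17.9 and 0. With replicates so far apart, the means within 1 nt cannot decide whether they differ from Fig. 5. The end 1 nt upstream of the predicted position in replicate 1 alone, a setting chosen after seeing the values, had 114.6 TP10M in early and 54.6 in late senescence on PLANTACYANIN, 22.2 on AT1G72230, 13.5 on LAC3 and 14.7 on UCC2, and none of these differed.

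Several directions that the paper states, mostly from RNA blots or splint ligation, were not found in the sequence counts. The paper has miR399 rising in late senescing silique, where miR399b/miR399c-3p fell from 10.6 TP2M in early to 5.98 in late senescence. It has miR447 rising in late senescing silique and slightly in leaf, and miR447a.2-3p went from 42.0 to 22.7 TP2M between early and late senescing silique and from 1.85 in mature to 3.35 in early and 0 in late senescing leaf. It has miR398 rising in leaf, and miR398b-3p/miR398c-3p was at 0.325-fold mature in early senescence, while the 1.55-fold in late senescence goes the paper's way. It has miR156 unchanged in leaf, where the sequencing gave 0.384-fold in early and 0.894-fold in late senescence. It has miR156 and miR157 rising strongly in late senescing silique, and from mature to late senescence these went from 9619 to 4171 and from 68.0 to 9.96 TP2M, the first with a log2 change of 0.28 with DESeq2 factors and 0.04 with TMM, while miR156c-3p rose from 10.7 to 83.7 TP2M. It has miR396a rising slightly in both tissues, and miR396a-5p went from 497 to 329 TP2M in leaf and from 114 to 571 in silique, the latter the paper's way. It has miR396a-3p rising in leaf, where it went from 12.7 to 8.10 TP2M, while its fall in silique was also found.

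Of the 5 sen-sRNAs, which the paper has highest in late senescence in both tissues, 1 was highest in late senescing leaf (sen-sRNA2), 3 in early senescence and 1 in young leaf. With the library totals of Table 1, sen-sRNA1 was also highest in late senescing leaf (685 against 661 TP2M in early senescence). Under each of the 4 library totals, 0 of 5 were highest in late senescing silique. The paper has the NLA cleavage product increasing significantly. Its site had 111 ± 145 TP10M in early senescence (SD, n = 2) against 74.0 in mature leaf, so that the mean goes the paper's way, while the replicates lie on both sides of the mature value. These libraries cannot decide whether it rose. The paper calls the drop in distinct PARE sequences significant, and here every senescing library was lower, with an exact permutation p of 0.0667, the smallest that 15 splits allow. Other directions of the paper were found in the counts. These were the fall of miR164 in leaf and from young to mature silique, and the rise of miR399 and miR827 in leaf. The fall of miR157a-5p/miR157b-5p/miR157c-5p in leaf was among them (0.185-fold mature in late senescence). So were the falls in early senescing silique of miR399b/miR399c-3p (0.145-fold) and miR447a.2-3p (0.0813-fold). The falls to late senescing silique of miR827 (0.0423-fold) and miR398b-3p/miR398c-3p (0.0250-fold) and the small rise of miR408-3p there (1.65-fold) were also found. At the 4 miR408 sites the early senescence means were above mature leaf, but only through replicate 1. In replicate 2, AT1G72230, LAC3 and UCC2 had no read, and PLANTACYANIN had 7.80 TP10M against 6.63 in mature leaf. These libraries cannot decide whether the miR408 products rose.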

Other observations

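The tests on the number of original molecules, on library preparation and on low levels in the mature library were chosen only after the results were seen, and those on depth, on copper miRNAs and on other ends of the target genes were written before.

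Lower depth as the source of the fewer distinct PARE sequences in senescing leaf is argued against, since at equal depth the senescing libraries still held 11.7-fold fewer, and each held fewer than young and mature leaf. In these libraries the reads per 20 nt sequence gather around a peak instead of falling from 1 read, first at 60 and 33 reads in early senescence replicates 1 and 2 and at 234 and 37 in late senescence replicates 1 and 2, the lowest being 33. In early and late senescing leaf, the 24 nt sRNAs had such peaks at 22 and 39 reads. Few original molecules, each copied many times before sequencing, may explain both the low numbers and the peaks. In late senescence replicate 1, 33.9% of sequences were read once, which this explanation does not foresee. Fewer molecules can come from a smaller input or recovery of RNA as well as from RNA decay in the leaf, and these were not told apart by a test.

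Predicted miRNA target products were lower in late senescence at 92.0% of sites, and other ends of the same genes with similar abundance in young and mature leaf were lower in 86.9% of cases. In early senescence the shares were 66.7% of sites and 81.5% of other ends. Such ends were found for 66 sites, of which 68.2% were lower in early and 92.4% in late senescence. Without early senescence replicate 1 or 2, the early shares at these sites were 81.8% and 68.2%, against 82.8% and 84.9% of other ends. Without late senescence replicate 1 or 2, the late shares were 86.4% and 98.5%, against 93.2% and 88.9%. Which share is larger in late senescence thus depends on the replicate kept. At the 66 sites with such ends, 6.06% of sites and 32.8% of other ends had no read in early senescence, and 40.9% and 75.9% had none in late senescence. Leaving out a replicate, a setting chosen for the other ends after the data were seen, moved the shares with no read to at most 18.2% of sites and 49.9% of other ends in early senescence (without replicate 1) and 68.2% and 85.2% in late senescence (without replicate 2). A loss that covers PARE ends of these genes in general may thus lie behind the fall at the sites. Where reads are copies of few molecules, ends of low abundance can also have no read without a change in cleavage.

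Among sequences at least 3-fold above mature in senescing leaf, 72.6% were also at least 3-fold above mature in young leaf, and 84.7% of the 24 nt ones were. Both ratios share the mature library, so the screen was repeated with young and mature exchanged, and of the 6837 sequences at least 3-fold above young, 1.62% were also at least 3-fold above young in mature leaf. A low level in the mature library, where 24 nt sRNAs made up 3.71% of reads, may therefore lie behind many of them, in place of a rise in senescence.

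A copper shortage shared by all copper miRNAs of the leaf cannot be told apart from its absence, since the list lay at percentile 14.7 of the random lists in late senescing leaf, within their spread, and miRNAs with few reads weigh on it. There miR397a, miR397b and miR857 changed by -1.92, -2.11 and -1.29 (log2 with 1 TP2M added) from mature, the first and the last from 2.78 and 1.44 TP2M to 0 reads, against 0.12 for miR408-3p (below 0 with all trimmed reads as the total) and 0.58 for miR398b-3p/miR398c-3p. In early senescing leaf the list lay at percentile 10.4, and in silique at 67.4 in early and 33.7 in late senescence.

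Between leaf and silique of the same stage, abundances of the 80 miRNA sequences showed R² values of 0.00465, 1.3e-05, 0.0001 and 0.0126 from young to late senescence. Fragments of tRNA, rRNA, snRNA and snoRNA correlated at r = -0.224 between mature leaf and mature silique, and at -0.161 to -0.422 over the stages, against 0.440 to 0.935 between stages of a tissue. For loci with 2 mature miRNA sequences, the difference between their log2 changes had an SD of 6.27 (young) and 6.21 (mature) between tissues. Between young and mature it was 0.886 in leaf and 1.03 in silique. The paired sequences went in opposite directions between the tissues in 43.2% of 37 pairs in mature tissue. Most pairs are the arms of a precursor, but miR447a.2-3p and miR447a-3p come from the same arm. Some sequences, such as that of miR156b-5p, occur in several pairs, so the pairs are not independent. Library preparation that favours different sequences in the 2 tissues may therefore contribute to differences in miRNA and size class abundance. The tissues were also prepared with different reagents, and a difference between the tissues themselves stays open.

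Genes with at least 100 TP10M in a senescing library and under 2 TP10M in young and mature leaf numbered 189 and 2 in early senescence replicates 1 and 2 and 120 and 39 in late senescence replicates 1 and 2.

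At other target sites, PARE gave, in the order young, mature, early senescence replicates 1 and 2 and late senescence replicates 1 and 2, 450, 653, 136, 57.05, 0.171 and 89.9 TP10M for ORE1, 752, 475, 242, 152, 0.0857 and 0 for CSD2, and 90.8, 87.2, 84.0, 13.0, 22.2 and 0 for COX5B-1. PHO2 had 0.794 and 0.527 TP10M in young and mature leaf and 0 in senescence, and 2PGK had 0 in all 6 libraries. The tag of the sen-sRNA3 site, shared by TUA2, TUA4 and TUA6, had 0.199, 0.105, 2.78, 0, 0.0857 and 0 TP10M in the same order.

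The sequence UUGCAAGGUUCAAGAACGGAU (chromosome 5, 22322833 to 22322853) had 141, 199, 195 and 105 TP2M from young to late senescing leaf. It was singled out after its values were seen. Fig. 4 draws it as sen-sRNA3, while the sequence of sen-sRNA3 in Table 2 is drawn there as sen-sRNA3′.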
